# Dynamic DNA methylation reconfiguration during seed development and germination

**DOI:** 10.1186/s13059-017-1251-x

**Published:** 2017-09-15

**Authors:** Taiji Kawakatsu, Joseph R. Nery, Rosa Castanon, Joseph R. Ecker

**Keywords:** *Arabidopsis thaliana*, DNA methylation, Embryogenesis, Germination, Dry seed

## Abstract

**Background:**

Unlike animals, plants can pause their life cycle as dormant seeds. In both plants and animals, DNA methylation is involved in the regulation of gene expression and genome integrity. In animals, reprogramming erases and re-establishes DNA methylation during development. However, knowledge of reprogramming or reconfiguration in plants has been limited to pollen and the central cell. To better understand epigenetic reconfiguration in the embryo, which forms the plant body, we compared time-series methylomes of dry and germinating seeds to publicly available seed development methylomes.

**Results:**

Time-series whole genome bisulfite sequencing reveals extensive gain of CHH methylation during seed development and drastic loss of CHH methylation during germination. These dynamic changes in methylation mainly occur within transposable elements. Active DNA methylation during seed development depends on both RNA-directed DNA methylation and heterochromatin formation pathways, whereas global demethylation during germination occurs in a passive manner. However, an active DNA demethylation pathway is initiated during late seed development.

**Conclusions:**

This study provides new insights into dynamic DNA methylation reprogramming events during seed development and germination and suggests possible mechanisms of regulation. The observed sequential methylation/demethylation cycle suggests an important role of DNA methylation in seed dormancy.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1251-x) contains supplementary material, which is available to authorized users.

## Backgrounds

DNA methylation is a DNA modification that can affect gene expression, transposable element (TE) activity, and heterochromatin formation. DNA methylation (mC) occurs in three distinct sequence contexts, CG and CHG (symmetric) and CHH (asymmetric); where H = C, A, or T. The reference plant *Arabidopsis thaliana* has four distinct DNA methylation pathways. Methylated CG (mCG) is maintained by DNA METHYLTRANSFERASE 1 (MET1) in a semi-conservative manner during DNA replication [1]. Methylated CHG (mCHG) is maintained by CHROMOMETHYLASE 3 (CMT3), which is targeted to DNA by recognizing H3K9 methylation [2, 3]. Methylated CHH (mCHH) is maintained by RNA-directed DNA methylation (RdDM). In RdDM, RNA polymerase IV (pol IV)-dependent 24-nucleotide (nt) or aberrant transcript dependent 21-nt small RNAs recruit DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2) to target regions [4–6]. DRM2 catalyzes all contexts of DNA methylation. mCHG and mCHH are also maintained by CMT2 which recognizes H3K9 di-methylation and tri-methylation in deep heterochromatin [7, 8]. CMT2-dependent DNA methylation is associated with heterochromatin formation in Arabidopsis. In contrast, Arabidopsis has four closely related DNA demethylation enzymes: DEMETER (DME); REPRESSOR OF SILENCING 1 (ROS1) / DEMETER-LIKE 1 (DML1); DML2; and DML3 [9–12]. DME is required for genomic imprinting in the endosperm, whereas ROS1, DML2, and DML3 act in vegetative tissues. ROS1 antagonizes RdDM and RdDM-independent DNA methylation and may prevent spreading of DNA methylation from TEs to protein-coding genes [13]. ROS1 expression is positively regulated by proximal RdDM-dependent TE methylation [14, 15]. Therefore, active DNA methylation and demethylation are balanced in the cells.

Reprogramming is a phenomenon whereby chromatin modifications, such as DNA methylation and histone modifications, are erased and re-established during development. In mouse, two rounds of genome-wide mCG reprogramming occur during the life cycle [16]. Global demethylation occurs just after fertilization to erase the memory of the previous generation, except for genomic imprinting regions which are maintained. After subsequent global remethylation, the second round of global demethylation erases imprintings in the migrating primordial germline cells. In plants, DNA methylation reprogramming occurs in pollen [17, 18]. mCG and mCHG are retained, but mCHH is reduced in the microspore and sperm cells. In contrast, while mCG is reduced, mCHH is increased near the centromere in the vegetative cell. CG demethylation in the vegetative cell allows expression of TEs whose transcripts are then subject to processing into siRNAs [17, 19]. These epigenetically activated small RNAs move into sperm cells and reinforce mCHH for genomic imprinting and TE silencing [20]. After fertilization, MET1, CMT3, and RdDM pathways are highly active, promoting global hypermethylation in the torpedo-to-mature green stage embryo, compared with endosperm and aerial tissues [21–23]. However, the precise dynamics of DNA methylation occurring during embryogenesis has not been examined. During embryogenesis, embryo accumulates reserves for later germination, then they transit to the desiccation phase where dehydration occurs and the seed becomes dormant [24]. The dormant dry seed is biologically quiescent but competent to germinate. The genome-wide distribution, density, and sequence context of DNA methylation in the dry Arabidopsis seed has not been examined, but hypermethylation in the developing embryo must be reprogrammed to levels observed in aerial tissues. Moreover, the timing of initiation and mechanisms controlling these events is unknown, although recently observed hypomethylation during germination of rice seeds [25].

Here, we described the dynamics of global reprogramming of DNA methylation during seed development and germination in Arabidopsis. During seed development, extensive CHH methylation occurs within TEs in an RdDM-dependent and CMT2-dependent manner. During germination, hypermethylation in the dry seed is reprogrammed by passive CHH demethylation in a ROS1-independent manner. ROS1-dependent DNA demethylation is active in the late embryogenesis stage, where it antagonizes RdDM in the embryo and is responsible for establishment of endosperm specific DNA methylation. The dynamic global gain and subsequent loss of DNA methylation suggests a role of this epigenetic program in seed dormancy.

## Results

### Dynamic CHH methylation during embryogenesis and germination

To better understand the dynamics of DNA methylation variation through the plant life cycle, we compared single-base resolution methylomes of seeds at embryogenesis and germination stages in Arabidopsis (Additional file 1: Table S1). Germination methylomes were generated from Col-0 dry seeds and seedlings at 0–4 days after imbibition for 4 days (DAI) by MethylC-seq [26, 27]. These data were compared with publicly available methylomes of Ws-0 developing seeds from globular stage (4 days after pollination [DAP]), linear cotyledon stage (8 DAP), mature green stage (13 DAP), post-mature green stage (18 DAP), and dry seed (Ws-0), leaf [28], flower bud [26], microspore [17], sperm [19], vegetative nucleus [19], hand dissected embryo and endosperm (mid-torpedo to early-maturation stage; 7–9 DAP) [22], and columella root cap [29].

Global methylation analysis revealed that mCG and mCHG were most stable throughout seed development (Fig. 1a). Dry seed global mCHH levels (~3%) were twofold higher than globular and linear cotyledon stage mCHH levels (~1%). These results are consistent with active MET1, CMT3, and RdDM pathways during embryogenesis [23]. Hypermethylation was observed in all sequence contexts from post-maturation to dry stages indicating that RdDM, rather than MET1 or CMT3, is still active during desiccation until dormancy, since cell division and DNA replication do not take place at these stages.

**Fig. 1:**
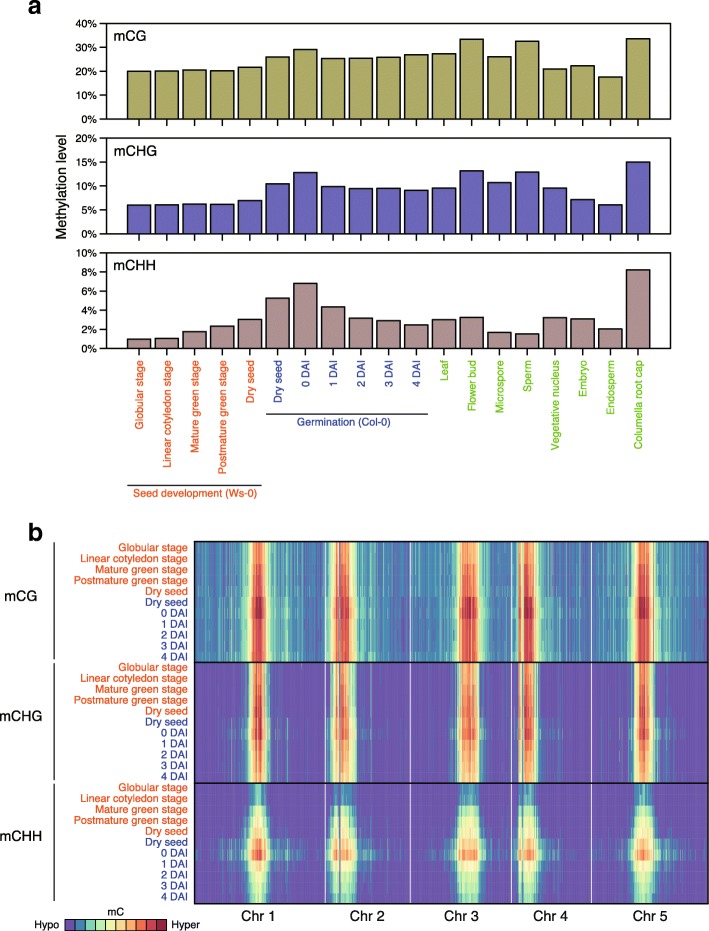
Genome-wide methylation dynamics during seed development and germination. **a** Genome-wide weighted methylation levels of developing seeds (Ws-0 background), germinating seeds (Col-0), leaf [28], flower bud [26], microspore [17], sperm [19], vegetative nucleus [19], hand dissected embryo and endosperm (mid-torpedo to early-maturation stage; 7–9 DAP) [22], and columella root cap [29] in each sequence context. (*Top*) mCG, (*middle*) mCHG, (*bottom*) mCHH. **b** *Heatmaps* showing methylation levels of developing seeds and germinating seeds for each sequence context. (*Top*) mCG, (*middle*) mCHG, (*bottom*) mCHH

A striking feature observed for the Col-0 dry seed methylome was the extensive hyper mCHH (Fig. 1a, Additional file 2: Figure S1). In fact, mCHH levels in dry seeds were higher than mCHH levels in all other tissues and cells, except for columella root cap. mCG and mCHG levels in dry seeds were similar to those in leaf, but lower than those of flower bud, sperm, and columella root cap. Interestingly, we observed that mC levels in all contexts were higher in 0 DAI seeds that were imbibed and stratified for four days, than in dry seed, suggesting that RdDM is active during stratification even at 4 °C. mC levels in all contexts dropped at 1 DAI. A decrease in the mCHH level continued until 4 DAI where the level was even more reduced than found in rosette leaves. After 1 DAI, the mCG level increased while the mCHG level marginally decreased.

The distribution of mC along chromosomes was analyzed in 100 kb bins (Fig. 1b). mC was enriched in all sequence contexts at centromeres and peri-centromeres, although mCG was also broadly distributed in the chromosome arms. The gain and subsequent loss of mC during seed development and germination, respectively, occurred within these regions.

### Dynamic DNA methylation change occur within TEs

To examine local DNA methylation changes, we identified seed-development-related (sdev) differentially methylated regions (DMRs) and germination-related (germin) DMRs by combining differentially methylated cytosine sites within 100 bp using the methylpy pipeline [30]. Sdev DMRs were called from comparison between Ws-0 methylomes of developing seed at globular stage, linear cotyledon stage, mature stage, post mature green stage, and dry seed. Germin DMRs were called from comparison between Col-0 methylomes of dry seed and germinating seed at 0-4 DAI. We found 25,343 sdev DMRs and 166,441 germin DMRs in total (Additional file 3: Table S2). Over 95% of DMRs were CHH DMRs, whereas no germin-CG DMRs were identified that met our criteria. Sdev-CHH DMRs and germin-CHH DMRs covered 8.3 Mb (7%) and 18 Mb (15%) of the reference genome, respectively (Fig. 2c and e). Whereas sdev-CG, sdev-CHG, and germin-CHG DMRs covered less than 0.1% of the reference genome (Fig. 2a, b, and d). Overall, mCG levels within sdev-CG DMRs decreased during seed development, but mCHG and mCHH levels within sdev-CHG and sdev-CHH DMRs increased as maturation proceeded (Fig. 2a–c). mCHH levels within germin-CHH DMRs were higher in 0 DAI seed than in dry seed (Additional file 4: Table S3; Wilcoxon rank sum test: *p* = 0), suggesting that these DMRs were further methylated during stratification (Fig. 2e). Then mCHG and mCHH levels within germin-CHG and germin-CHH DMRs during 0–3 DAI and during 0–4 DAI, respectively (Fig. 2d and e, Additional file 4: Table S3; Wilcoxon rank sum test: *p* < 0.05). We next examined genomic features overlapping with DMRs (Fig. 2f). We found that 60% of sdev-CG DMRs overlapped with protein-coding genes and 10% overlapped with TEs, whereas 19% of sdev-CHG DMRs overlapped with protein-coding genes and 44% with TEs. Finally, 73% of sdev-CHH DMRs overlapped with TEs while similar level, germin-CHG DMRs (60%) and germin-CHH DMRs (74%) overlapped with TEs, respectively.

**Fig. 2:**
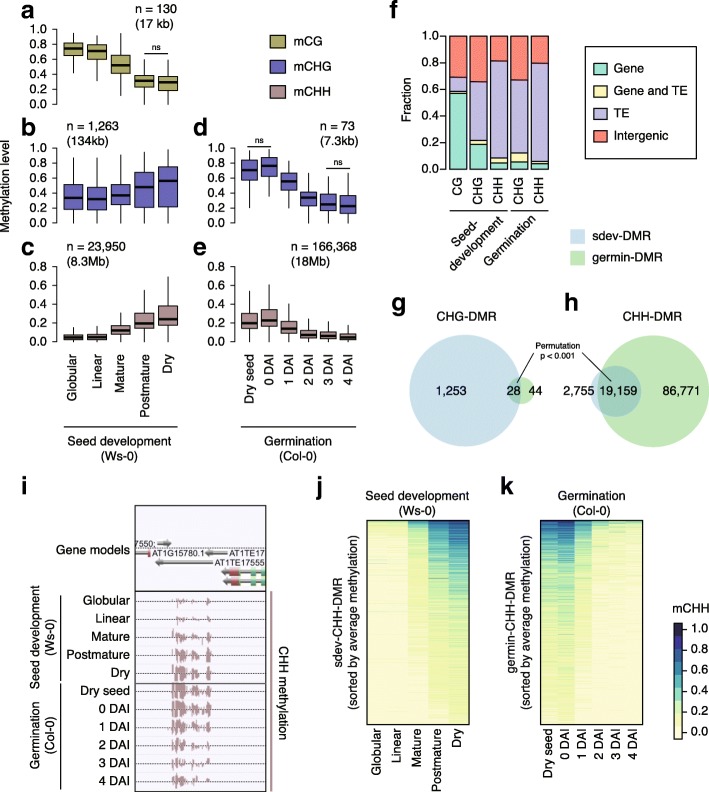
Dynamic epigenetic reconfiguration during seed development and germination. **a**–**c** Methylation levels within sdev DMRs. **d**, **e** Methylation levels germin DMRs. **a** mCG within CG DMR, **b**, **d** mCHG within CHG DMR, **c**, **e** mCHH within CHH DMR. Number of DMRs and total length of DMRs are indicated. Wilcoxon rank sum tests were applied to subsequent stages. Only non-significant pairs were indicated by “ns,” otherwise the methylation levels were significantly different (*p* < 0.05) between stages. **f** The fraction of genomic features overlapping with DMRs. **g**, **h** *Venn diagrams* showing overlap between sdev DMRs and germin DMRs. **g** CHG DMR and (**h**) CHH DMR. Overlap between sdev DMRs and germin DMRs were significant (permutation test with 1000 trials: *p* < 0.001 and *p* < 0.001, respectively). **i** A representative TE showing the gain of CHH methylation during seed development (*top*) and the loss of CHH methylation during germination (*bottom*). **j**, **k** *Heatmaps* showing CHH methylation levels within sdev DMRs and germin DMRs, respectively. DMRs were sorted by average methylation levels

Twenty-eight sdev-CHG DMRs and germin-CHG DMRs overlapped (permutation test: *p* < 0.001), whereas 82% (19,159) of sdev-CHH DMRs overlapped with germin-CHH DMRs (permutation test: *p* < 0.001) (Fig. 2g–i). Discrepancy in the number of sdev and germin DMRs is likely a consequence of the different accessions used to analyze seed development (Ws-0; from public database) and germination (Col-0; our study), due to following observations. First, Ws-0 seed development methylomes had no data (sequence reads) for 23,500 germin-CHH DMRs, even though Ws-0 methylomes (×24 ~ ×31 per strand) had higher coverage than Col-0 (×5 ~ ×9 per strand) methylomes, suggesting that these regions are absent from Ws-0 genome. Second, mCHH levels within sdev-specific and germin-specific CHH DMRs in Ws-0 dry seed and Col-0 dry seed differed more than those within sdev-common and germin-common CHH DMRs, suggesting these sdev-specific and germin-specific CHH DMRs are accession specific (Additional file 2: Figure S2). Nevertheless, we observed that mCHH levels within germin-specific CHH DMRs increased during seed development in Ws-0 and mCHH levels within sdev-specific CHH DMRs decreased during germination in Col-0 (Additional file 2: Figure S2). Again, virtually all sdev-CHH DMRs showed increasing mCHH levels toward maturation, whereas germin-CHH DMRs showed decreasing mCHH levels during germination (Fig. 2j and k). Collectively, the mCHH gained within TEs during seed development was lost during germination.

To examine whether DMRs affect the expression of nearby genes, we performed messenger RNA sequencing (mRNA-seq) analysis for dry seed and seeds/seedlings at 0, 1, and 2 DAI (Additional file 5: Table S4). 

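The mRNA-seq data comprised 4 libraries of Col-0, the reference accession of Arabidopsis. There was 1 library each for dry seed and for seeds/seedlings at 0, 1, and 2 DAI, that is, days at 22 °C following 4 days of cold imbibition at 4 °C. Without replicates, no test of the expression of genes between stages was possible, and no difference between stages had a replicate check. The authors mapped the reads to TAIR10 with TopHat2 (version 2.0.8) and computed FPKM for each gene with cufflinks (version 2.0.2). Gene positions here and below are those of TAIR10.1. The deposited values covered 33557 genes in every stage. The paper's mapped reads in Table S1 were 24676447 in dry seed, 25623177 at 0 DAI, 26259873 at 1 DAI, and 28169928 at 2 DAI. The lowest FPKM values lay on steps of single fragments, which gave the relative depth of the stages. Relative to dry seed, this depth was 1.064 times at 0 DAI, 1.095 times at 1 DAI, and 1.165 times at 2 DAI. For the absolute depth of dry seed, only estimates within 0.8 to 1.2 times its mapped reads were accepted. With transcript lengths from the annotation and a fragment length taken as 200 nt, the depth came to about 22200000 fragments in dry seed, 23600000 at 0 DAI, 24300000 at 1 DAI, and 25900000 at 2 DAI. The fragments behind each gene were estimated from this depth, and the 95% intervals given for single genes are Wilson binomial intervals on those estimates. They cover sampling only and not the variation between seed batches. For a transcript of 2000 nt, 3 fragments corresponded to 0.075 FPKM in dry seed and 0.0643 FPKM at 2 DAI. FPKM is a share of all fragments, so very abundant transcripts lower the values of the other genes. The 100 most abundant genes held 62.9% of the summed FPKM in dry seed, 26.9% at 0 DAI, 21.2% at 1 DAI, and 23.5% at 2 DAI. In dry seed, the most abundant transcripts were those of SESA5 (AT5G54740, chromosome 5, 22238358 to 22239187), with 59347.6 FPKM, LCR67 (AT1G75830, chromosome 1, 28472357 to 28472898), with 54975.1 FPKM, and RAB18 (AT5G66400, chromosome 5, 26518277 to 26519447), with 35599 FPKM. Median-of-ratios size factors, an alternative scaling, were 0.616 for dry seed, 1.14 for 0 DAI, 1.31 for 1 DAI, and 1.03 for 2 DAI. Values were analyzed as deposited, and changes are given as differences in log2(FPKM + 1), which understate the change of weakly expressed genes.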

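Of 33557 genes, 13934 had FPKM above 1 in dry seed, 16418 at 0 DAI, 18246 at 1 DAI, and 19342 at 2 DAI (no replicates). These were 41.5%, 48.9%, 54.4%, and 57.6% of the genes. The count rose by 2484 genes from dry seed to 0 DAI, by 1828 to 1 DAI, and by 1096 to 2 DAI. In total, 20729 genes were expressed in at least 1 stage and 12650 in all 4. While 6164 genes were expressed at 2 DAI but not in dry seed, 756 were expressed in dry seed but not at 2 DAI. Genes above 5 FPKM numbered 9205 in dry seed and 14569 at 2 DAI. A threshold of 2 FPKM moved the counts most, to 12152 in dry seed, 14906 at 0 DAI, 16854 at 1 DAI, and 17760 at 2 DAI, and the order of the stages stayed. With median-of-ratios factors, the counts were 15018, 16150, 17753, and 19272 in the same order of stages. The step from dry seed to 0 DAI was then the smallest rather than the largest, so the size of the steps depended on the scaling. The most abundant transcripts changed with stage. At 0 DAI they were the small nucleolar RNA SNOR30 (AT5G51174, chromosome 5, 20795936 to 20796051), with 24028.9 FPKM, and the ribosomal RNA genes AT2G01020 (chromosome 2, 5782 to 5945) and AT3G41979 (chromosome 3, 14199753 to 14199916), with 12900.9 FPKM each. At 1 DAI the same ribosomal RNA genes, at 9521.6 FPKM each, were followed by AT3G06700 (chromosome 3, 2117127 to 2118074), with 5672.6 FPKM. At 2 DAI RBCS1A (AT1G67090, chromosome 1, 25048158 to 25049667), which encodes a Rubisco small subunit, led with 20115.6 FPKM, ahead of the ribosomal RNA genes at 11614.8 FPKM each. From the rising counts, the paper concludes that more genes were expressed as germination proceeded.

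**Figure D1:**
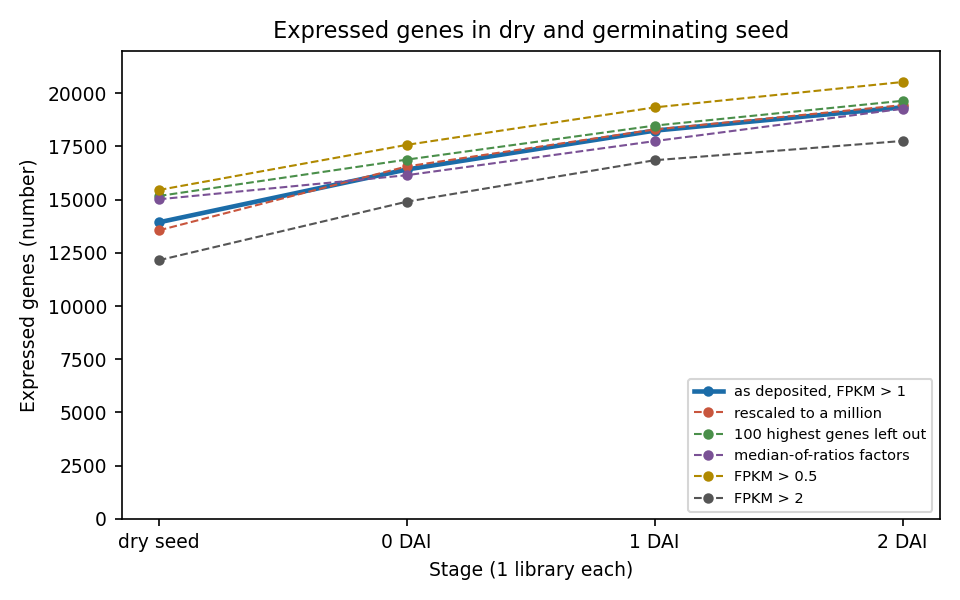
Number of expressed genes (vertical axis) in each stage (horizontal axis), 1 library per stage, under the threshold and scaling of the paper (thick line) and under 5 alternatives (dashed lines). The count as deposited rises from 13934 in dry seed to 19342 at 2 DAI.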

As germination proceeded, more genes were expressed (FPKM > 1; Additional file 5: Table S4). Germination-expressed genes were classified into ten clusters based on their level of expression (Additional file 2: Figure S3A). 

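The clustering was repeated on log2(FPKM + 1) of the 20729 expressed genes with the R function kmeans, with 10 centers and at most 20 iterations as in the Methods. The random start of the original run is not stated. The start was therefore set to the centroids of the genes whose cluster could be read from Table S4, whose text covers 1997 genes from AT1G01010 to AT1G23860. The run stopped after 4 iterations. Of the 1985 listed genes above 1 FPKM in the files, 1666 (83.9%) fell in their listed cluster. The share was 92.5% for cluster 5 and 81.1% for cluster 9. Cluster sizes ranged from 581 genes (cluster 7) to 3570 genes (cluster 10). Cluster 5 held 3139 genes and cluster 9 held 1473. The clusters differed in level and in course. In cluster 7, the median log2(FPKM + 1) was 6.75 in dry seed and 8.33 at 2 DAI, whereas in cluster 2 it fell from 6.63 to 2.71 and in cluster 4 it rose from 1.58 to 5.42 (no replicates). The pseudocount mattered most for cluster 5, which shrank to 1853 genes on log2(FPKM + 0.1). Random starts gave 3763 genes in the matching cluster.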

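In cluster 5, as re-derived from the deposited FPKM, 3122 of 3139 genes (99.5%) were higher at 2 DAI than in dry seed. In cluster 9, all 1473 genes were higher. The median change in log2(FPKM + 1) was 1.79 in cluster 5 (95% interval of the median over genes 1.76 to 1.85) and 4.28 in cluster 9 (4.21 to 4.36). The clusters were formed from these same values, so the shares of rising genes and the narrow intervals follow in part from that choice. Genes are not independent replicates, and each stage was a single library (no replicates). Most of the change came after stratification. From dry seed to 0 DAI, the median change was 0.0402 in cluster 5 and 0.332 in cluster 9, while to 1 DAI it was 0.856 and 3.05. In dry seed, 119 genes of cluster 5 and 264 of cluster 9 were above 1 FPKM. At 2 DAI, 2957 and 1473 were. The largest rises in cluster 5 were those of AAP2 (AT5G09220, chromosome 5, 2866222 to 2869156), from 0 to 47.2 FPKM, AT3G55230 (chromosome 3, 20471787 to 20472946), from 0 to 44.1 FPKM, and AT3G53980 (chromosome 3, 19987562 to 19988463), from 0.122 to 49 FPKM. In cluster 9 they were those of AT3G54580 (chromosome 3, 20200573 to 20203919), from 0.148 to 1851.1 FPKM, AT3G28550 (chromosome 3, 10700562 to 10704018), from 0.156 to 1697.8 FPKM, and EXT13 (AT5G35190, chromosome 5, 13434151 to 13435424), from 0.111 to 1551.6 FPKM. With a pseudocount of 0.1, the median changes grew to 4.24 and 6.69. On this course of expression, the paper classes both clusters as induced during germination.

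**Figure D2:**
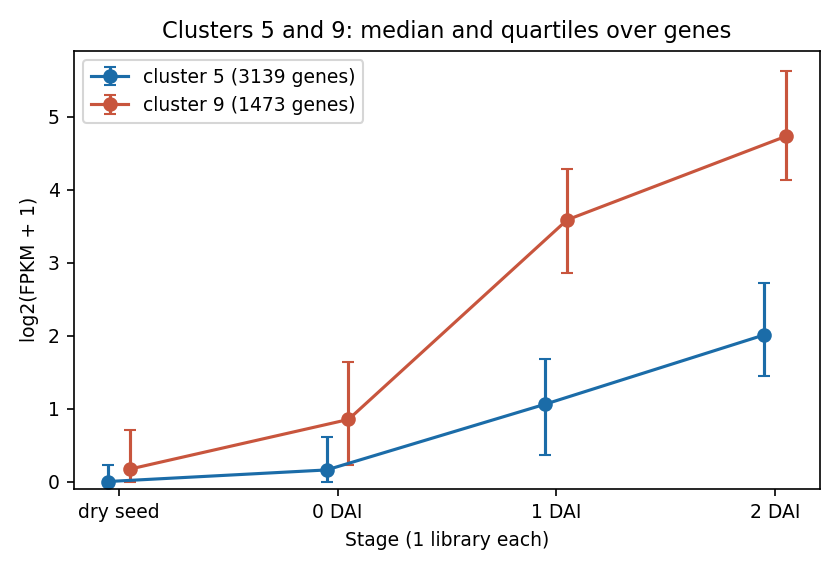
Median log2(FPKM + 1) over the genes of clusters 5 and 9 (vertical axis) in each stage (horizontal axis), with bars from the lower to the upper quartile over genes. The median of cluster 9 rises from 0.17 to 4.73 and that of cluster 5 from 0 to 2.01.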

Genes in clusters 5 and 9 were induced during the germination period. Twenty-seven percent (837/3144) and 25% (369/1485) of genes in clusters 5 and 9 were associated with germin-CHH DMRs, whereas 23% (4791/20,836) of all expressed genes were associated with germin-CHH DMRs (Additional file 2: Figure S3B and Additional file 6: Table S5). 

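The association could be recomputed for the part of chromosome 1 for which Tables S4 and S5 can both be read. It runs from position 3631 to 8429498 and holds 1997 of the genes listed as expressed. A gene counted as associated when Table S5 pairs it with a germin-CHH DMR in its gene body or within 2 kb on either side. Here 44 of 281 genes in cluster 5 (15.7%, 95% Wilson interval 11.9% to 20.4%) were associated with germin-CHH DMRs. In cluster 9, 18 of 122 genes were (14.8%, interval 9.54% to 22.1%). Among all listed genes, the number was 235 (11.8%, interval 10.4% to 13.3%). The other clusters lay between 7.02% (cluster 7) and 12.1% (cluster 3). The intervals of clusters 5 and 9 overlapped those of all other clusters. Counting only DMRs that overlap the gene body moved the shares most, to 1.42% in cluster 5, 2.46% in cluster 9, and 1.05% over all listed genes. The paper sets its genome-wide percentages of clusters 5 and 9 against that of all expressed genes to judge the enrichment.

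**Figure D3:**
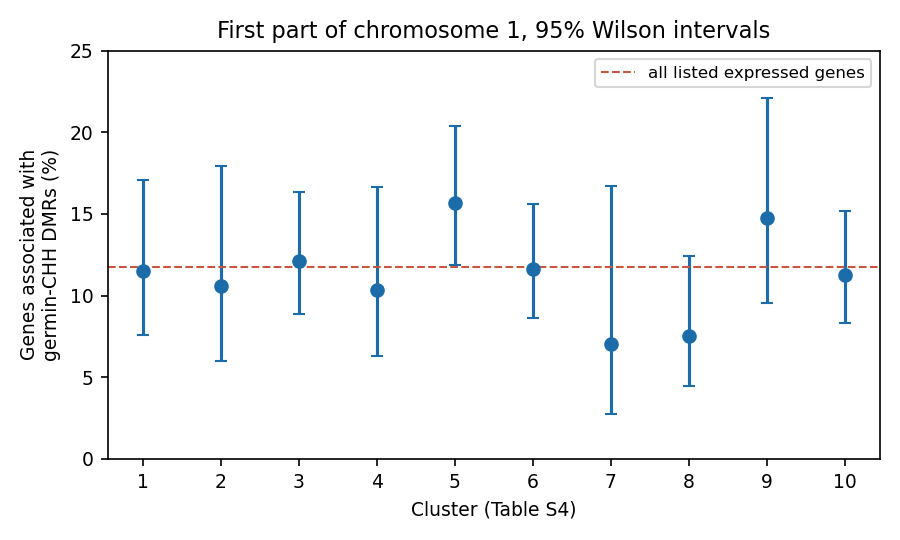
Percentage of genes associated with germin-CHH DMRs (vertical axis) in each cluster of Table S4 (horizontal axis), for the covered part of chromosome 1, with 95% Wilson intervals as bars and the percentage over all listed genes as a dashed line. Clusters 5 and 9 have the highest percentages, 15.7% and 14.8%, against 11.8% over all listed genes.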

Therefore, germin-CHH DMRs were slightly enriched nearby germination-regulated genes in clusters 5 and 9 (Additional file 2: Figure S3B; fold enrichment: 1.2 and 1.1; one-sided Fisher’s exact test: *p* = 1.3e-07 and 0.043, respectively), compared with all expressed genes. 

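In the covered part of chromosome 1, the fold enrichment over all listed genes was 1.33 for cluster 5 and 1.25 for cluster 9. The odds ratio against the other genes was 1.48 for cluster 5 (one-sided Fisher's exact test, p = 0.0211) and 1.32 for cluster 9 (one-sided Fisher's exact test, p = 0.179). The difference in cluster 9 was not detectable with the 122 genes covered. Over the 10 clusters tested, the Benjamini-Hochberg adjusted p of these Fisher's exact tests was 0.211 for cluster 5 and 0.897 for cluster 9. Genes are not independent replicates, since neighboring genes can share a DMR. Circular shifts of the DMR labels along the gene order, an exact enumeration that keeps this clustering, gave one-sided p = 0.0215 for cluster 5 and 0.184 for cluster 9. Of the alternatives, restricting the association to DMRs in gene bodies changed the result of cluster 5 most (Fisher's exact test, p = 0.341). From the genome-wide counts, the paper concludes that germin-CHH DMRs are slightly enriched near genes of both clusters.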

This suggests that hypermethylation during seed development and hypomethylation during germination are at least partially associated with germination-related gene expression.

### RdDM and CMT2 pathways are active during seed development

To elucidate the pathway responsible for TE hypermethylation during seed development, we compared dry seed methylomes from wild-type (WT) (Col-0), *drm1 drm2 cmt3* (*ddc*) triple mutants [31], and *drm1 drm2 cmt2 cmt3* (*ddcc*) quadruple mutants [8] (Fig. 3a–c). *MET1* transcripts, *CMT3* transcripts, *DRM2* transcripts, and their products are abundant in developing embryos, whereas only a marginal level of *CMT2* expression was observed [23]. Therefore, only RdDM is thought to be responsible for mCHH hypermethylation during embryogenesis. Whereas mCG levels within TEs mildly decreased in *ddc* and *ddcc* mutants (Wilcoxon rank sum test: *p* = 2.6e-38 and 2.5e-180, respectively), mCHG and mCHH levels drastically decreased, compared with Col-0 (Wilcoxon rank sum test: *p* = 0 for all comparisons). Interestingly, *ddcc* had lower mC levels within TEs in all contexts compared with *ddc* (Additional file 2: Figure S4; Wilcoxon rank sum test: *p* = 1.7e-38, 8.0e-205 and 0 for mCG, mCHG and mCHH, respectively). Indeed, we observed TEs substantially retain high mCHH levels in *ddc* triple mutants that are lost in *ddcc* quadruple mutants (Fig. 3d), suggesting CMT2 activity during seed development, in contrast to the previous report [23].

**Fig. 3:**
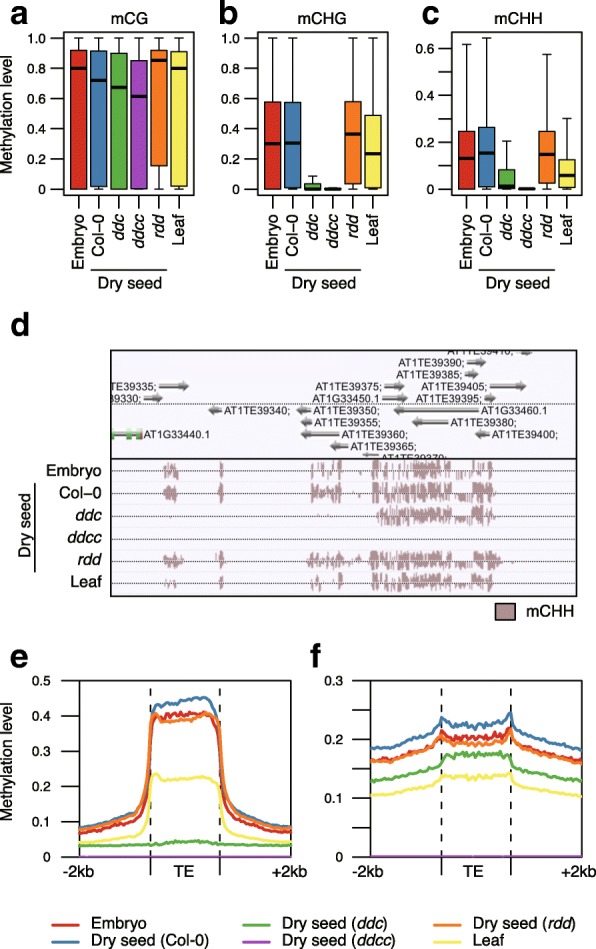
RdDM-dependent and CMT2-dependent hypermethylation of transposons occur during seed development. **a**–**c** *Boxplots* showing methylation levels within TEs in embryo (Col-0) at mid-torpedo to early-maturation stage, in dry seeds of WT (Col-0), *ddc*, *ddcc*, and *rdd*, and in leaf (Col-0): (**a**) mCG, (**b**) mCHG, (**c**) mCHH. **d** A browser snapshot of CHH methylation levels within TEs. Some TEs lost CHH methylation both in *ddc* and *ddcc*, and others did only in *ddcc*. **e**, **f** CHH methylation patterns across RdDM-targeted TE and CMT2-targeted TE, respectively. Embryo and leaf methylome data are obtained from [22] and [48], respectively

Next, we compared fluctuation in mCHH levels across the bodies of TEs in dry seeds of WT and mutant plants. To clarify the contribution of each pathway to TE methylation during seed development, we considered RdDM-targeted TEs and CMT2-targeted TEs (Fig. 3e and f). RdDM-targeted TEs and CMT2-targeted TEs were designated as TEs affected in *drm1 drm2* and in *cmt2* in leaf, respectively [32]. Although the overall methylation patterns along TE bodies in the embryo at mid-torpedo to early-maturation stage and dry seed were similar, hypermethylation of TEs was clearly evident in dry seed methylomes. The edges of CMT2-targeted TEs have sharp peaks of mCHH due to RdDM [7]. These peaks were pronounced in both embryo and dry seed, compared with leaf, indicating enhanced RdDM activity in these tissues (Fig. 3f). mCHH levels within RdDM-targeted TE bodies dropped to the same levels outside TE bodies and it was completely lost in *ddc* and *ddcc* (Fig. 3e). mCHH levels within CMT2-targeted TE bodies decreased in *ddc*, but substantial mCHH remained (Fig. 3f). mCHH peaks at the edge of CMT2-targeted TEs disappeared in *ddc* dry seeds. In contrast, *ddcc* dry seeds lose mCHH within CMT2-targeted TEs. Therefore, our data clearly show that CMT2 as well as RdDM is required for DNA methylation during seed development.

Dry seeds store substantial levels of RNA transcripts for components of DNA methylation in the RdDM pathway, including *DRM2* (Fig. 4). 

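DRM2 (AT5G14620, chromosome 5, 4715105 to 4718704 of TAIR10.1), a de novo DNA methyltransferase, had 8.06 FPKM (95% interval 7.29 to 8.91) in dry seed, from about 382 fragments (no replicates). This was the highest value among the 7 genes that Fig. 4 groups under DNA methylation in the RdDM pathway. SUVH9 (AT4G13460, chromosome 4, 7823894 to 7827004) followed with 7.37 FPKM (95% interval 6.7 to 8.11). AGO4 (AT2G27040, chromosome 2, 11536502 to 11542391) had 5.83 FPKM (95% interval 5.28 to 6.43) and IDN2 (AT3G48670, chromosome 3, 18030669 to 18034065) 3.51 FPKM (95% interval 3.02 to 4.05). Lower values were found for KTF1 (AT5G04290, chromosome 5, 1195969 to 1202936), with 1.66 FPKM, SUVH2 (AT2G33290, chromosome 2, 14108529 to 14112464), with 1.21 FPKM, and DRD1 (AT2G16390, chromosome 2, 7097280 to 7101351), with 0.858 FPKM. In all, 6 of the 7 genes were above 1 FPKM, and the median was 3.51 FPKM. The intervals of SUVH2 and DRD1 included 1 FPKM. Raising the threshold to 2 FPKM left 4 genes, the largest shift among the alternatives. On such values, the paper states that dry seeds store substantial transcripts for DNA methylation by RdDM.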

In contrast, almost no transcripts for components of DNA methylation maintenance, small interfering RNA (siRNA) biogenesis or heterochromatin formation were detected in dry seed, although these genes are expressed during seed development, at least until mature green embryo stage (Fig. 4 and Additional file 2: Figure S5). 

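Transcripts of the maintenance methyltransferase genes MET1 (AT5G49160, chromosome 5, 19932114 to 19938470 of TAIR10.1) and CMT3 (AT1G69770, chromosome 1, 26248118 to 26253687) were at 0.194 FPKM (95% interval 0.127 to 0.297) and 0.0839 FPKM (95% interval 0.0335 to 0.184) in dry seed (no replicates). These values rested on about 21 and 5 fragments. Of the 5 siRNA biogenesis genes, 1 was above 1 FPKM, namely SHH1 (AT1G15215, chromosome 1, 5238044 to 5240051), with 3.67 FPKM (95% interval 2.91 to 4.59). RDR2 (AT4G11130, chromosome 4, 6780449 to 6784632) had 0.581 FPKM, DCL3 (AT3G43920, chromosome 3, 15753387 to 15760859) 0.449 FPKM, CLSY1 (AT3G42670, chromosome 3, 14755798 to 14760629) 0.187 FPKM, and NRPD1a (AT1G63020, chromosome 1, 23354685 to 23362589) 0.0903 FPKM. Among the heterochromatin formation genes, 7 of the 9 in Fig. 4 were found by symbol in the annotation. CMT2, SUVH4 (AT5G13960, chromosome 5, 4501362 to 4506250), and SUVH5 (AT2G35160, chromosome 2, 14822774 to 14826194) had 0 FPKM, where 3 fragments would give 0.0333, 0.0584, and 0.0441 FPKM, respectively. DDM1 (AT5G66750, chromosome 5, 26648897 to 26653191) had 0.0897 FPKM (95% interval 0.0374 to 0.205). By contrast, HDA6 (AT5G63110, chromosome 5, 25315506 to 25318347) had 13.8 FPKM (95% interval 12.6 to 15), H2A.W6 (AT5G59870, chromosome 5, 24115354 to 24116220) 5.08 FPKM (95% interval 4.02 to 6.5), and H2A.W7 (AT5G27670, chromosome 5, 9792509 to 9793560) 23.2 FPKM (95% interval 21 to 25.7). The group medians were 0.139 FPKM for maintenance, 0.449 FPKM for siRNA biogenesis, and 0.0897 FPKM for heterochromatin formation, against 3.51 FPKM for DNA methylation by RdDM. The heterochromatin median covers only the 7 genes found, and HDA6, H2A.W6, and H2A.W7 each lay above 3.51 FPKM. It could therefore change with the 2 genes not found. Among the alternatives, a threshold of 0.5 FPKM changed a group count most, with 2 siRNA biogenesis genes passing it. The microarray values of developing seed in Figure S5 are not in the files analysed here. From the low values, the paper concludes that these groups are almost without transcripts in dry seed.

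**Figure D4:**
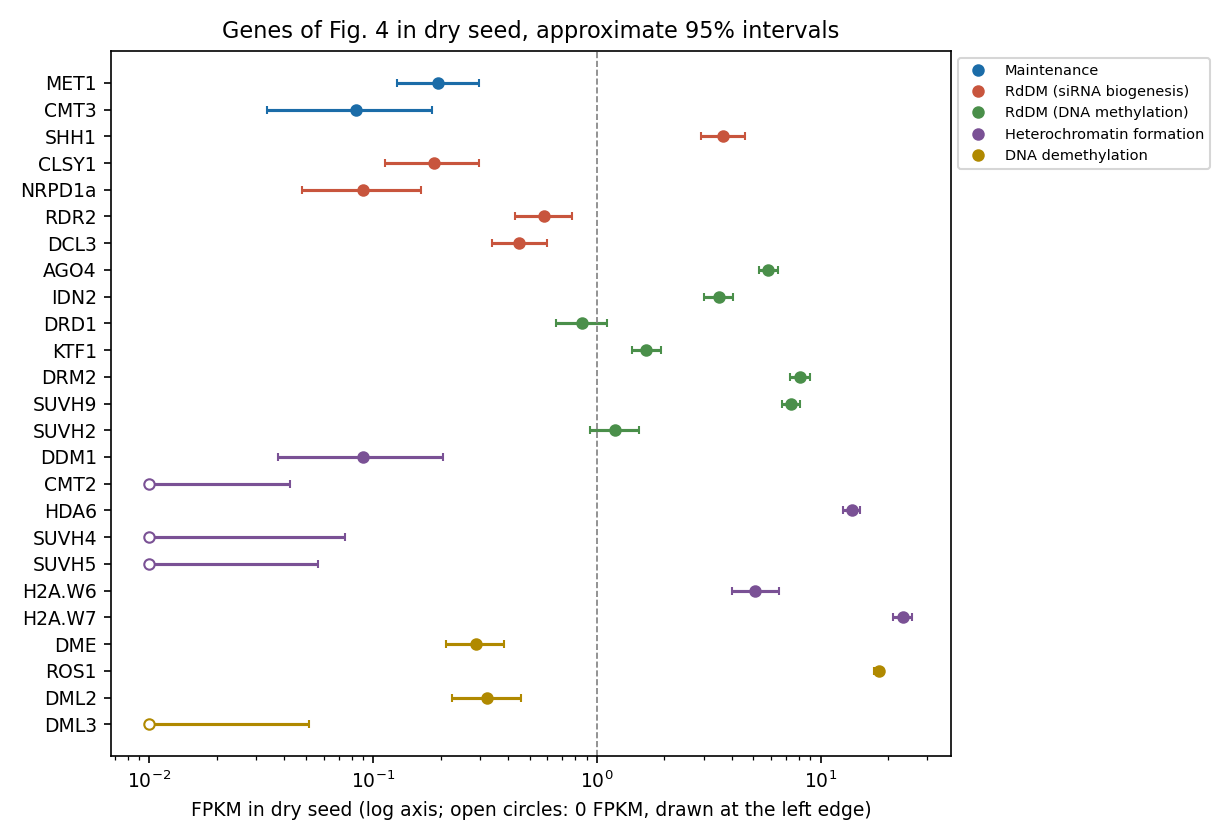
FPKM in dry seed (horizontal log axis) of the 25 genes of Fig. 4 found in the annotation (vertical axis), colored by group, with approximate 95% Wilson intervals as bars and a dashed line at 1 FPKM. Open circles at the left edge mark the 4 genes with 0 FPKM. ROS1 and H2A.W7 lie farthest right, at 18.1 and 23.2 FPKM.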

This suggests that *MET1*, *CMT3*, *CMT2* pathways, and siRNA biogenesis pathway are active only before desiccation, but *DRM2* is active throughout seed development including the desiccation stage.

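For CMT2 (AT4G19020, chromosome 4, 10414428 to 10421265 of TAIR10.1), no fragments were detected in dry seed, and the upper 95% bound was 0.0426 FPKM (no replicates). The upper bounds of MET1 and CMT3 were 0.297 and 0.184 FPKM. The lower bound of DRM2 was 7.29 FPKM, above the upper bounds of all 3. This gap exceeded the sampling error at the depth of the library. Scaling by median-of-ratios factors raised the dry seed values above 0, with log2(FPKM + 1) of DRM2 moving from 3.18 to 3.82 and that of MET1 from 0.26 to 0.40. CMT2 stayed at 0. From the stored transcripts of DRM2 and the lack of the others, the paper proposes that MET1, CMT3, CMT2, and siRNA biogenesis act only before desiccation, whereas DRM2 also acts during it.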

**Fig. 4:**
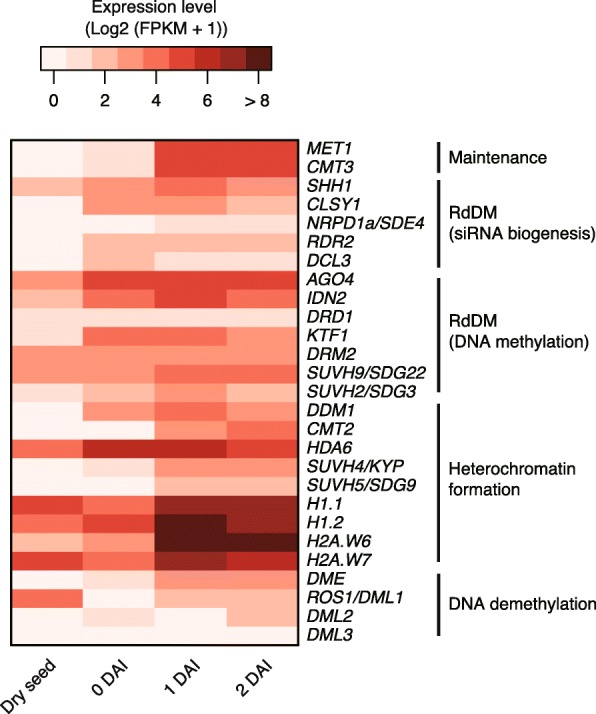
Expression levels of genes involved in DNA methylation/demethylation and silencing pathway components in germinating seeds. A *heatmap* of gene expression levels of DNA methylation related components in each pathway showing distinct gene expression trends for each module. Expression levels were shown as log2 (FPKM + 1)

### Global demethylation during germination does not depend on DNA demethylases

DME, a DNA demethylase, is responsible for local DNA demethylation in the pollen vegetative nucleus and endosperm central cells [19]. These demethylation events occur in companion cells and are involved in genomic imprinting and transposon silencing in the neighboring gamete cells [10, 19, 33]. To examine the possible involvement of DNA demethylases in global demethylation during germination, we compared the methylation levels within TEs of germinating seeds/seedlings of WT (Col-0) and *ros1 dml2 dml3* (*rdd*) triple demethylase mutant plants [12] (Additional file 2: Figure S5). At all time points, mCG and mCHG levels within RdDM-targeted TEs were slightly higher in *rdd* than in WT, whereas mCHH levels within RdDM-target TEs and mCG, mCHG and mCHH levels within CMT2-targeted TEs were slightly higher in WT than in *rdd* (Fig. 5, Additional file 4: Table S3; Wilcoxon rank sum test *p* = 2.9e-03 ~ 6.7e-278). Overall, Col-0 and *rdd* showed similar methylation level changes (Fig. 5). Germinating seed (0 DAI and 1 DAI) methylation levels, in all sequence contexts, were slightly higher and lower than found in dry seed, respectively. mCG levels within RdDM-targeted TEs were slightly re-elevated to the similar levels in dry seed between 2 and 4 DAI. In contrast, mCG levels within CMT2-targeted TEs marginally but further decreased between 2 and 4 DAI. mCHG and mCHH levels within both RdDM-targeted TEs and CMT2-targeted TEs decreased during germination. Remarkably, more than half of all mCHH sites within both RdDM-targeted TEs and CMT2-targeted TEs were lost in the period from germination until 4 DAI. These results indicate that ROS1, DML2, or DML3 are not involved in global demethylation during germination. 

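After stratification, ROS1 (AT2G36490, chromosome 2, 15307907 to 15314807 of TAIR10.1) had 0.474 FPKM (95% interval 0.362 to 0.623) at 0 DAI, 2.88 FPKM (95% interval 2.58 to 3.21) at 1 DAI, and 4.17 FPKM (95% interval 3.82 to 4.56) at 2 DAI (no replicates). DML2 (AT3G10010, chromosome 3, 3081735 to 3088550) had 1.46 FPKM (95% interval 1.24 to 1.72) at 0 DAI, 0.423 FPKM (95% interval 0.313 to 0.568) at 1 DAI, and 2.85 FPKM (95% interval 2.55 to 3.18) at 2 DAI. No fragments of DML3 (AT4G34060, chromosome 4, 16313366 to 16319426) were detected at 0 DAI, where 3 fragments would give 0.0378 FPKM. At 1 DAI it had 0.0256 FPKM, from about 2 fragments, and at 2 DAI 0.237 FPKM (95% interval 0.158 to 0.369). For scale, the remaining demethylase gene, DME, was at 8.84 FPKM at 1 DAI and 9.36 FPKM at 2 DAI. Of the scalings tried, median-of-ratios factors moved these levels most, with log2(FPKM + 1) of ROS1 at 1 DAI going from 1.96 to 1.68. The paper describes this as very weak or absent expression and adds it to methylation data of the triple mutant rdd, from which it infers that the 3 demethylases are not involved in global demethylation during germination.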

Indeed, *ROS1* and *DML2* are very weakly expressed while *DML3* is not express during germination (Fig. 4). 

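Table S6 lists 31 genes of cluster 5 and 38 of cluster 9 under the Gene Ontology term cell division. The identifiers of 31 and 36 of them could be read and found in the files. All 31 in cluster 5 and all 36 in cluster 9 were higher at 2 DAI than in dry seed (no replicates). Their median change in log2(FPKM + 1) was 2.43 in cluster 5 (95% interval of the median over genes 1.95 to 2.8) and 4.03 in cluster 9 (3.51 to 4.59). By 1 DAI, the median change was already 1.86 and 3.46. At 0 DAI it was 0.103 and 0.438. The median FPKM at 2 DAI was 4.41 in cluster 5 and 15.8 in cluster 9. The genes were chosen by cluster, so their direction follows in part from that choice. The paper's own values in Table S6 are a fold enrichment of 1.32 with a Benjamini-adjusted p of 0.769 for cluster 5. For cluster 9, the paper gives 3.01 with a Benjamini-adjusted p of 7.96e-07. A pseudocount of 0.1 moved the median changes most, to 4.92 and 6.18. The paper proposes passive demethylation by dilution after finding similar methylation changes in Col-0 and rdd and weak expression of the demethylases. It adds the cell division genes in both clusters as further evidence.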

Rather, this global demethylation likely occurs in a passive manner by methylation dilution promoted by cell division, as suggested by the enrichment of cell division related genes in germination-related genes (clusters 5 and 9 in Additional file 2: Figure S3 and Additional file 7: Table S6). Relatively stable mCG and mCHG levels and dynamic reduction of mCHH levels suggest that CG maintenance by MET1 and CHG maintenance by CMT3 are active, whereas RdDM and CMT2 pathways for mCHH establishment and maintenance are not fully active during germination.

**Fig. 5:**
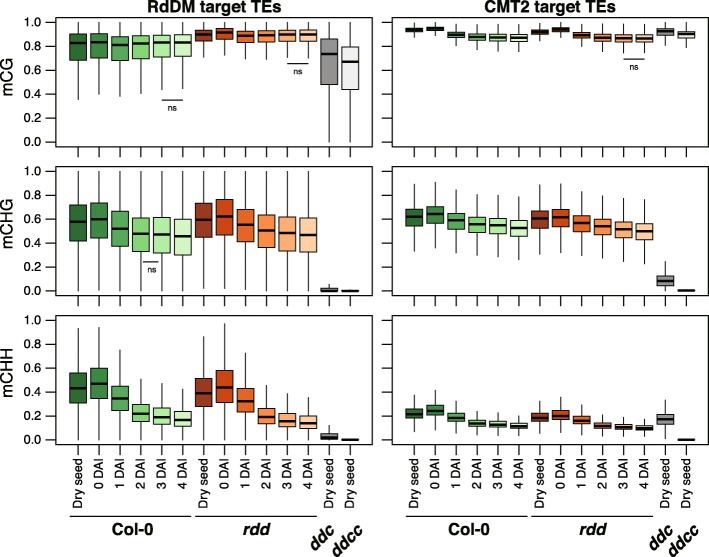
Passive demethylation during germination. *Boxplots* showing methylation levels within RdDM-targeted and CMT2-targeted TEs during germination. CHH methylation levels decrease during germination both in Col-0 and *rdd. DAI* days after 4 days imbibition at 4 °C in the dark. Wilcoxon rank sum tests were applied to subsequent stages. Only non-significant pairs were indicated by “ns,” otherwise the methylation levels were significantly different (*p* < 0.05) between stages. Methylation levels between Col-0 and *rdd* at all time points were significantly different (Wilcoxon rank sum test: *p* < 0.05; not indicated)

Next, we examined the mCHH pattern changes across TEs during germination (Fig. 6). Col-0 and *rdd* dry seeds showed slightly different mCHH patterns across RdDM-targeted TEs (Fig. 3e). Compared with WT, mCHH levels dropped near the center of RdDM-targeted TE bodies in *rdd* mutants. However, similar mCHH patterns were observed within RdDM-targeted TEs in 4 DAI WT (Col-0) and *rdd* plants, suggesting that reconfiguration could reset aberrant mCHH patterns caused by loss of DNA demethylases (Fig. 6a and b). Although the distribution of mCHH within CMT2-targeted TEs was similar in WT and *rdd* dry seeds, Col-0 TEs showed higher mCHH levels (Fig. 3f). Both Col-0 and *rdd* had mCHH peaks at the edges of CMT2-targeted TEs. However, peaks at the edges of CMT2-targeted TEs, a consequence of RdDM (Fig. 3f), become less pronounced at 3 DAI in both in Col-0 and *rdd* (Fig. 6c and d), indicating that the rate of mC loss was slower inside TE bodies than at the edges of TE bodies. Since global demethylation is likely passive, this suggests that CMT2 activity started to recover at this stage, whereas RdDM must still be inactive. Indeed, *CMT2* expression initiated at 1 DAI, but siRNA biogenesis components expression stayed low even at 2 DAI, whereas *DRM2* was expressed at a steady level (Fig. 4).

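CMT2 rose from 0 FPKM in dry seed to 0.407 FPKM (95% interval 0.297 to 0.555) at 0 DAI, 7.55 FPKM (95% interval 7.02 to 8.1) at 1 DAI, and 11.8 FPKM (95% interval 11.2 to 12.5) at 2 DAI (no replicates). The value at 0 DAI rested on about 39 fragments and that at 1 DAI on about 745. The 5 siRNA biogenesis genes had a median of 3.76 FPKM at 0 DAI, 4.56 FPKM at 1 DAI, and 2.53 FPKM at 2 DAI. At 2 DAI they ranged from 1.38 FPKM for NRPD1a to 9.28 FPKM for SHH1. CLSY1 was highest at 0 DAI, with 9.74 FPKM, and fell to 3 FPKM at 2 DAI. DRM2 had 8.06 FPKM (95% interval 7.29 to 8.91) in dry seed, 5.31 FPKM (95% interval 4.72 to 5.99) at 0 DAI, 8.88 FPKM (95% interval 8.11 to 9.74) at 1 DAI, and 5.72 FPKM (95% interval 5.13 to 6.39) at 2 DAI. Its values at 0 and 2 DAI lay below those in dry seed and at 1 DAI by more than the sampling error, though there was no replicate check. A pseudocount of 0.1 moved the log2 change of CMT2 from dry seed to 1 DAI most, from 3.10 to 6.26. For DRM2, median-of-ratios factors turned the change to 1 DAI from 0.13 to -0.85. The paper gives this expression as added evidence for a proposal it draws from CHH methylation across TEs, namely that CMT2 activity started to recover at 3 DAI while RdDM was still inactive.

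**Figure D5:**
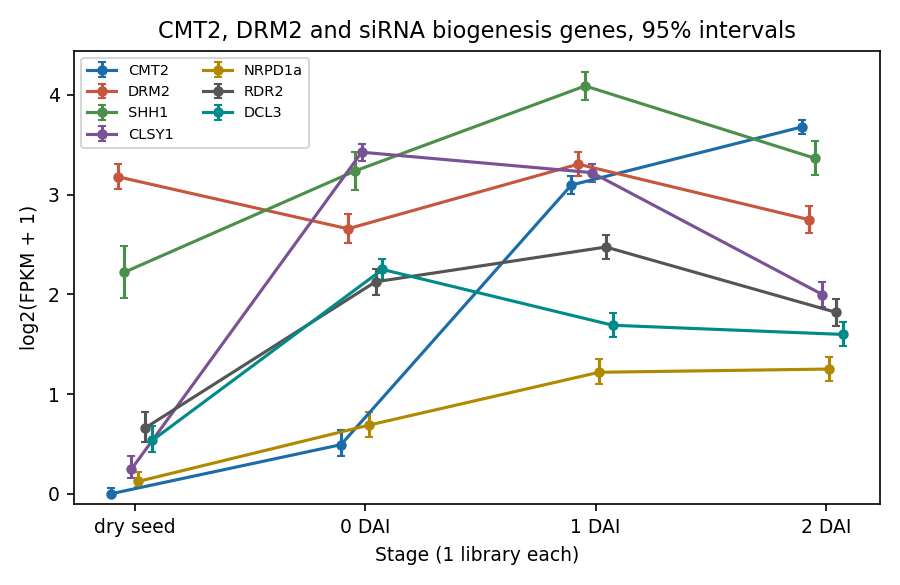
log2(FPKM + 1) (vertical axis) of CMT2, DRM2, and the 5 siRNA biogenesis genes in each stage (horizontal axis), 1 library per stage, with approximate 95% Wilson intervals as bars. CMT2 climbs from 0.49 at 0 DAI to 3.68 at 2 DAI, while DRM2 stays between 2.66 and 3.30.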

**Fig. 6:**
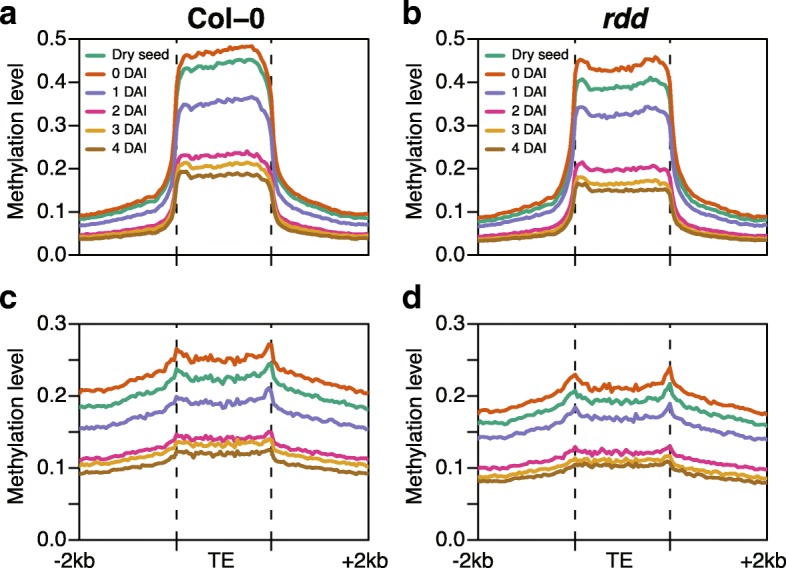
Changing transposon CHH methylation profiles in germinating seeds. **a**, **b** Averaged CHH methylation patterns across RdDM-targeted TEs. **c**, **d**. Averaged CHH methylation patterns across CMT2-targeted TEs. **a**, **c** Col-0 germinating seeds. **d**, **e** *rdd* germinating seeds. *DAI* days after 4 days imbibition at 4 °C in the dark

Collectively, our data suggest a global passive demethylation reprograms CHH hypermethylation in the dry seed during the four days post-germination period.

### ROS1 is active in developing seed during late embryogenesis

Overall, active methylation occurs during embryogenesis and passive demethylation occurs during germination. However, mCG levels within sdev-CG DMRs decreased during seed development, especially between mature and post-mature stages (Fig. 2a; Wilcoxon rank sum test: *p* = 1.7E-19). Nearly 60% of CG DMRs overlapped with genes. mCG in gene bodies, so-called gene body methylation (gbM), is stable because mCG is maintained by MET1 DNA methylase during DNA replication. Since cell division does not occur in the mature stage embryo, we hypothesized that mCG hypomethylation within sdev-CG DMRs was caused by active demethylation. 

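In dry seed, ROS1 had 18.1 FPKM (95% interval 17.3 to 19), from about 1865 fragments (no replicates). DME (AT5G04560, chromosome 5, 1309099 to 1318520 of TAIR10.1) had 0.287 FPKM (95% interval 0.212 to 0.385) and DML2 0.323 FPKM (95% interval 0.226 to 0.46). For DML3, no fragments were detected, and the upper 95% bound was 0.0514 FPKM. The interval of ROS1 lay far above those of the other demethylase genes. From dry seed to 0 DAI, ROS1 fell by 3.70 on the log2(FPKM + 1) scale (approximate 95% interval -3.83 to -3.55). Over the same step, DME rose by 1.31 and DML2 by 0.89. With a pseudocount of 0.1, the fall of ROS1 was larger, at -4.99. From the presence of ROS1 transcripts and the low or absent transcripts of the others, the paper proposes that ROS1 is active during late embryogenesis.

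**Figure D6:**
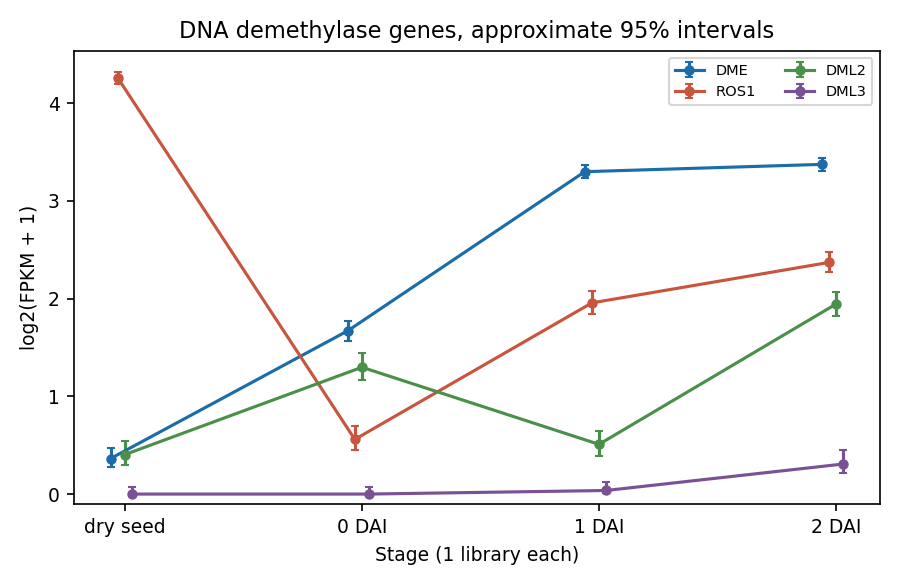
log2(FPKM + 1) (vertical axis) of the 4 DNA demethylase genes in each stage (horizontal axis), 1 library per stage, with approximate 95% Wilson intervals as bars. ROS1 is highest in dry seed, at 4.26, and DME is highest from 0 DAI on, reaching 3.37 at 2 DAI.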

RNA sequencing (RNA-seq) revealed the presence of *ROS1* transcripts, but low or absent expression of *DME*, *DML2*, *DML3* transcripts in dry seeds, suggesting that ROS1 is active during late embryogenesis (Fig. 4). We compared mCG levels in dry seed of Col-0 and *rdd* within sdev-CG DMRs. CG hypomethylation within sdev-CG DMRs was retained in dry seed of Col-0, but not in *rdd*. mCG levels in dry seed of *rdd* were higher than in dry seed of Col-0 (*rdd* - Col-0 > 0.2) in 75% (97/130) of sdev-CG DMRs (in both replicates) (Fig. 7a and b). It is unclear whether ROS1 is active throughout seed development, but our data showed ROS1 expression and activity in developing seed, at least in the late stage of embryogenesis, generates sdev-CG DMRs.

**Fig. 7:**
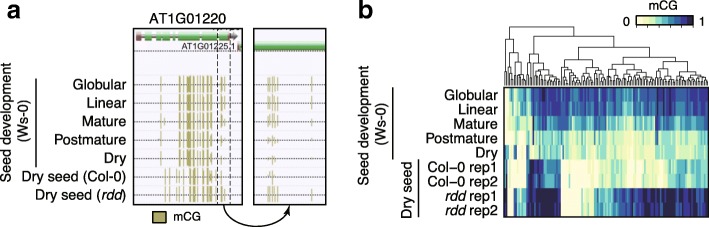
ROS1-dependent seed development related CG DMRs. **a** A representative snapshot of sdev-CG-DMRs during seed development (Ws-0) and dry seeds of WT (Col-0) and *rdd*. (*Right*) An enlarged view of the area indicated by the *dotted line* in the *left panel*. Heights of yellow ticks show the methylation level for each CG site. **b** A *heatmap* showing mCG levels within sdev-CG DMRs

### *rdd* seeds show increased methylation at endosperm-specific hyper-DMRs

DME and ROS1 are closely related DNA demethylases, but they are active at distinct sites, even in developing seeds. DME locally demethylates TEs in the endosperm and demethylated TEs are transcribed, leading to siRNA production [19]. These siRNAs are hypothesized to be transported to the embryo and reinforce TE methylation in the embryo. We compared methylomes in dry seed of Col-0, *rdd*, *ddc*, and *ddcc* and in embryo and endosperm at mid-torpedo to early-maturation stage of Col-0. We identified 44,554 DMRs in all contexts (C-DMRs) among these methylomes (Additional file 4: Table S3). Among these, we found 194 endosperm-specific hyper-DMRs (endo-DMRs) that were methylated in the endosperm but not in the embryo or in dry seeds of Col-0 (Fig. 8). Hierarchical clustering based on differences in DNA methylation levels classified endo-DMRs into 11 clusters (Fig. 8b). Methylation levels within endo-DMRs in clusters 1, 2, 3, 6, 8, 10, and 11 were increased in dry seed of *rdd*, compared with in dry seed of Col-0, suggesting that ROS1 is required to demethylate these regions during seed development.

**Fig. 8:**
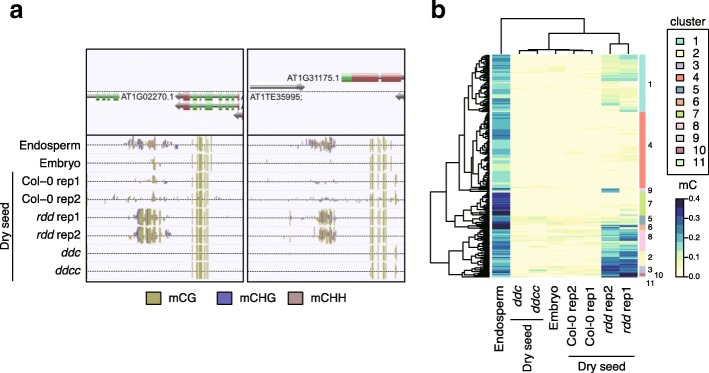
A half of endo-DMRs are methylated in *rdd* dry seed. **a** Representative snapshots of endo-DMRs. **b** A *heatmap* showing methylation levels within endo-DMRs. Hierarchical clustering classified endo-DMRs into 11 clusters. Numerals at the *right* side of the heatmap indicate cluster number where each endo-DMR belongs to. Endo-DMRs in clusters 1, 2, 3, 6, 8, 10, and 11 are methylated in *rdd* dry seed but not in WT dry seed. Embryo and endosperm methylome data are obtained from Hsieh et al.

## Discussion

DNA methylation profiles showed substantial variation between tissues, somatic cell types, and reproductive cell types [17, 19, 21, 22, 26, 29, 34–36]. DNA methylation is reprogrammed in the pollen and the central cell. However, the dynamic features of DNA methylation reprogramming have not been measured during seed development and germination. We describe developmental reprogramming of DNA methylomes during seed development and germination. The most striking feature of seed methylomes is the genome-wide dynamic gain and loss of mCHH during seed development and germination, respectively. Although we observed association between germin-CHH DMRs and germination-induced gene expression, hypermethylation in dry seed may be related to the halt of transcription in dry seed. One possible explanation is that genome-wide hypermethylation reinforces the packing of chromatin to prevent unfavorable induction of gene expression or TE activation. When conditions become favorable for germination, global DNA hypomethylation may release tightly packed chromatin and the expression of germination-related genes promoted. This idea is supported by the fact the heterochromatic chromocenters just after germination are smaller than those at three weeks after germination and during germination [37, 38]. It is also possible that the accumulation of mC would block the damage to genomic DNA which may causes mutation during seed dormancy, a period that can extend from days to centuries.

Genome-wide CHH hypermethylation was also observed in root columella cells [29]. In the columella cells, loosened heterochromatin allows access of RdDM components to the heterochromatic regions, leading to excess 24 nt small RNAs and hypermethylation. In contrast to columella cells, siRNA biogenesis is less active during late seed development, because components of siRNA biogenesis are not expressed (Fig. 4). 

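The expression data behind this statement are those of dry seed, the end point of seed development. There, RDR2, DCL3, CLSY1, and NRPD1a had 0.581, 0.449, 0.187, and 0.0903 FPKM, while SHH1 had 3.67 FPKM (no replicates). At 0 DAI the same genes were at 3.36, 3.76, 9.74, 0.611, and 8.42 FPKM. All 5 were higher than in dry seed, with intervals that did not overlap. The smallest change under any alternative was that of SHH1 with median-of-ratios factors, 0.27 on the log2(FPKM + 1) scale against 1.01 as deposited. The paper reasons that siRNA biogenesis is less active in late seed development because its components are not expressed.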

Therefore, 24-nt siRNAs produced in seed during the early to mid embryogenesis stages may be stored during the late embryogenesis stages. This may be supported by the observation that the fraction of 24-nt small RNA is larger than other sizes of small RNA in maize dry seed [39]. Upon complete desiccation, DNA methylation may be halted. During stratification at low temperature after imbibition, stored siRNAs would keep recruiting DRM2 to target loci under unfavorable condition for other biological processes, leading to hypermethylation at 0 DAI. This buffering mechanism would be of benefit when dry seeds are exposed to transient germination conditions to recover to a pre-germinating state. 

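Of the 7 heterochromatin formation genes found in the annotation, 6 were higher at 0 DAI than in dry seed, and all 7 were higher at 1 DAI (no replicates). The group median was 0.0897 FPKM in dry seed, 5.75 FPKM at 0 DAI, 18.1 FPKM at 1 DAI, and 11.8 FPKM at 2 DAI. DDM1 changed by 2.63 on the log2(FPKM + 1) scale from dry seed to 0 DAI, HDA6 by 1.64, and SUVH4 by 1.29. H2A.W6 rose mainly later, with 7.61 FPKM at 0 DAI and 237 FPKM at 1 DAI. H2A.W7 fell from 23.2 FPKM (95% interval 21 to 25.7) in dry seed to 14.7 FPKM (95% interval 13 to 16.6) at 0 DAI and then reached 75.6 FPKM at 1 DAI. The change of DDM1 to 0 DAI moved most with a pseudocount of 0.1, to 4.95, and that of H2A.W6 changed sign with median-of-ratios factors, from 0.50 to -0.27. From the lower levels in dry seed, the paper considers it possible that RdDM reaches CMT2-targeted TEs during late seed development.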

It is also possible that RdDM acts at CMT2 targeted TEs during late seed development, as in columella cells, possibly because transcript levels of heterochromatin formation related components are much lower in dry seed, compared with imbibed seed (Fig. 4). 

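At 0 DAI, CMT2 had 0.407 FPKM (95% interval 0.297 to 0.555), from about 39 fragments (no replicates). The depth at this stage could show 0.0313 FPKM for a transcript of its length. In dry seed the value was 0 FPKM. On the log2(FPKM + 1) scale the change between these stages was 0.49, which became 2.34 with a pseudocount of 0.1. At the same stage, DRM2 had 5.31 FPKM (95% interval 4.72 to 5.99). The methylation levels are not analysed here. The paper sets this trace of transcript beside the hypermethylation of CMT2-targeted TEs at 0 DAI, in favor of its possible model that RdDM acts at these TEs during late seed development.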

In support of this model, CMT2 targeted TEs are also hypermethylated at 0 DAI, when only a trace of *CMT2* transcript is observed. One enigma is that RdDM and CMT2 suddenly lose their activity upon germination, although RdDM components and CMT2 are expressed during germination, whereas MET1 and CMT3 are active during early germination. 

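During germination, all 7 genes for DNA methylation by RdDM were above 1 FPKM at 0, 1, and 2 DAI, with medians of 6.5, 11, and 8.96 FPKM (no replicates). AGO4 was at 23.8 FPKM at 0 DAI, 28 FPKM at 1 DAI, and 21.4 FPKM at 2 DAI. Of the siRNA biogenesis genes, 4 were above 1 FPKM at 0 DAI and all 5 at 1 DAI. CMT2 reached 7.55 FPKM at 1 DAI and 11.8 FPKM at 2 DAI. MET1 rose from 1.71 FPKM (95% interval 1.49 to 1.97) at 0 DAI to 27.4 FPKM (95% interval 26.4 to 28.3) at 1 DAI, and CMT3 from 1.51 FPKM (95% interval 1.25 to 1.84) to 28.4 FPKM (95% interval 27.2 to 29.7). At 2 DAI, MET1 and CMT3 were at 23.2 and 26.4 FPKM. The change of CMT3 from dry seed to 1 DAI, 4.76 on the log2(FPKM + 1) scale, depended most on the pseudocount and was 7.28 with 0.1. Because these genes are expressed while CHH methylation is lost, the paper calls the loss of RdDM and CMT2 activity an enigma.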

Further experiments will be needed to elucidate what antagonizes RdDM and CMT2 activities during early phases of germination. One possibility is that the rapid rate of cell division rate exceeds the ability to de novo re-methylation.

Endosperm-specific methylation patterns have been identified [22], but the mechanism of how these patterns are established is still unknown. We found that ROS1 is required for demethylation of endosperm-specific methylated regions in the seed. This raises the possibility of an association between ROS1 activity and endo-DMRs. Future studies with embryo-specific and endosperm-specific methylome analysis using *rdd* mutants are needed to further explore this hypothesis.

## Conclusion

Our study has revealed dynamic genome-wide reconfiguration of DNA methylation during seed development and seed germination in Arabidopsis. During seed development, an extensive gain of mCHH was observed, especially within TEs. This active hypermethylation continued during stratification, but was immediately reset upon germination. Hypermethylation during seed development relied on both RdDM and CMT2 pathways, whereas hypomethylation during germination occurred via a passive mode (an absence of methylation maintenance). Dormancy, the bridge between seed development and germination, is an important agronomic trait for many crops, closely associated with pre-harvesting sprout and synchronized germination. The data presented in this study can be served as a resource to address further studies of the role of DNA methylation in the association with dormancy. All methylome data analyzed in this study can be visualized using the Arabidopsis seed methylomes browser (http://neomorph.salk.edu/Arabidopsis_seed_methylomes.php).

## Methods

### Plant materials and growth condition

Col-0, *ddc* triple mutant, and *rdd* triple mutant dry seeds were used for methylome analyses. Col-0 and *rdd* dry seeds were sterilized with bleach and plated on half strength Linsmaier and Skoog medium supplemented with 1% agar. After four days stratification in the dark at 4 °C, plants were grown under long day condition at 22 °C.

### MethylC-seq

DNA was extracted from dry and germinating seeds using modified CTAB method [40]. One microgram genomic DNA was used for library preparation as described previously [26, 27]. Samples were sequenced with an Illumina HiSeq2500 instrument. Raw methylome data for Ws-0 seed development and *ddcc* mutant dry seed were obtained from the Gene Expression Omnibus (accession numbers: GSE68132 and GSE68131). Read mapping and base calling were performed as described previously [41], except that the reads were mapped against the C-to-T converted TAIR10 reference genome. The bisulfite non-conversion rate was calculated by the total number of cytosine base calls divided by the total coverage at cytosine positions in the naturally unmethylated chloroplast genome.

### Identification of differentially methylated regions

DMRs were identified using the methylpy pipeline [30] (https://bitbucket.org/schultzmattd/methylpy). In brief, differentially methylated sites (DMSs) were identified by root mean square tests with false discovery rate at 0.01, using 1000 permutations. Cytosine sites at least with 5 reads were examined for differential methylation. Then, DMSs within 100 bp were collapsed into DMRs. DMRs for mCG (CG DMRs), CHG DMRs, and CHH DMRs with fewer than eight, four, and four DMSs, respectively, were discarded in following analysis. In addition, CG DMRs, CHG DMRs, and CHH DMR candidate regions with less than 0.4, 0.2, and 0.1 differences between maximum and minimum methylation levels, respectively, were discarded. We compared seed development methylomes and germination methylomes separately, because global methylation levels are much higher in Col-0 than in Ws-0 [42]. Methylation levels were calculated as weighted methylation levels: the frequency of C base calls at C sites within the region divided by the frequency of C and T base calls at C sites within the region [43].

### Sdev - DMRs

Methylomes of Ws-0 seeds with globular (4 DAP), linear cotyledon (8 DAP), mature green (13 DAP), post mature green (18 DAP), and dry stage were used for differential methylation analysis. For heatmap analysis, R function heatmap.2 was used.

### Germin - DMRs

Two replicates methylomes of Col-0 dry seed and germinating seeds after days 0, 1, 2, 3, and 4 after four-day stratification were used for differential methylation analysis. Boxplots showed average methylation levels of two replicates, because methylation levels within TEs were highly concordant between two replicates.

### Endo-DMRs

Methylomes of embryo and endosperm at mid-torpedo to early-maturation stage, dry seed from Col-0, and dry seed from *rdd*, *ddc*, and *ddcc* were subject to differential methylation analysis using all contexts of cytosines. DMRs where methylation level of endosperm - methylation level of embryo > 0.1, methylation level of embryo < 0.1 and methylation level of Col-0 dry seed < 0.1 were designated as endo-DMRs. Endo-DMRs were clustered and visualized with R function heatmap.2 included in gplots package.

To count overlapping sdev DMRs and germin DMRs, we merged overlapping sdev DMRs and germin DMRs and classified them into only sdev DMRs, both sdev and germin DMRs, and only germin DMRs. Permutation tests were applied to examine whether overlap between sdev DMRs and germin DMRs was significant. For each permutation, we shuffled the coordinates of sdev DMRs and germin DMRs. To calculate *p* value, the number of permutations when the overlapping frequency between shuffled coordinates exceeded the actual overlapping frequency was divided by the total number of permutations (1000 trials).

### Methylation analysis of genes and TEs

TAIR10 annotation for protein-coding genes and TEs were used for methylation analysis. For metaplots, TE body, 2 kb upstream, and 2 kb downstream regions were split into equally sized 40 bins each. The average weighted methylation level for each bin from all TEs was plotted. Only data for replicate 1 were shown.

### RNA-seq and microarray

RNA was extracted from dry seed and germinating seed using modified phenol-SDS methods [44]. A total of 200 ng of total RNA was used for library preparation using TruSeq stranded mRNA LT library preparation kit (Illumina) following the manufacturer’s instruction. Reads were mapped to TAIR10 reference genome using TopHat2 (v2.0.8) with parameters (--library-type = fr-firststrand) [45]. Expression levels for each gene were calculated as FPKM (fragments per kilobase of exon per million fragments mapped) using cufflinks (v2.0.2) with TAIR10 annotation [46]. Expressed genes were designated as genes whose FPKM was > 1 at least in one sample. Only expressed genes were used in following analysis. Expressed genes were classified into ten clusters based on log2 (FPKM + 1) using R function kmeans (parameter: centers = 10, iter.max = 20). Gene Ontology analysis was performed using DAVID tools (https://david.ncifcrf.gov). Normalized microarray data generated by ATH1 GeneChip platform for developing seeds were obtained from Belmonte et al. [47].

### Associating DMRs with proximal genes

We designated that a gene and a DMR are associated if the DMR is located within 2 kb of gene upstream regions, gene bodies and 2 kb of gene downstream regions. Only the closest DMRs and genes were associated. When the distances between a DMR and flanking genes were equal, both gene pairs were kept.

## Additional files

Additional file 1: Table S1. Mapping metrics for MethylC-seq and RNA-seq. (XLSX 41 kb)

Additional file 2: Figures S1–5. This file contains Supplementary Figures S1-5 and Supplementary Figure legends. (PDF 761 kb)

Additional file 3: Table S2. Coordinates of DMRs and methylation levels within DMRs. (XLSX 20445 kb)

Additional file 4: Table S3. Lists of Wilcoxon rank sum test *p* values. (XLSX 40 kb)

Additional file 5: Table S4. Gene expression levels for expressed genes. 

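Table S4 gives the FPKM of each expressed gene in the 4 stages and the number of its k-means cluster. For the 1997 genes that could be read from it, all on chromosome 1, every FPKM equaled the deposited value. Of these genes, 12 were not above 1 FPKM in any stage of the files.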

(XLSX 1180 kb)

Additional file 6: Table S5. Genes associated with germin DMRs. 

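Table S5 pairs each DMR with its closest gene, with the coordinates of both. The distance is 0 when the DMR overlaps the gene body and otherwise gives the number of bases between them, up to 2 kb. A negative distance places the DMR on the other side of the gene from a positive one. A single gene can be paired with several DMRs, so the number of pairs exceeds the number of associated genes.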

(XLSX 4448 kb)

Additional file 7: Table S6. 

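Table S6 holds the output of the DAVID tools for each k-means cluster. Every row is a Gene Ontology term with the number of cluster genes it annotates, its raw p value, the identifiers of those genes, and the fold enrichment over the background. The Benjamini column adjusts the raw p value for the number of terms tested in that cluster.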

Gene ontologies enriched in transcriptome clusters. (XLSX 230 kb)

## Abbreviations

CMT2: CHROMOMETHYLASE 2
CMT3: CHROMOMETHYLASE 3
DAI: Days after four-day imbibition
DME: DEMETER
DML2: DEMETER LIKE 2
DML3: DEMETER LIKE 3
DMR: Differentially methylated region
DRM2: DOMAINS REARRANGED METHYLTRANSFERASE 2
FPKM: Fragments per kilobase of exon per million fragments mapped
mCG: CG methylation
mCHG: CHG methylation
mCHH: CHH methylation
MET1: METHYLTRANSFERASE 1
RdDM: RNA-directed DNA methylation
ROS1: REPRESSOR OF SILENCING 1
TE: Transposable element
WGBS: Whole genome bisulfite sequencing

# Supplementary material for: Dynamic DNA methylation reconfiguration during seed development and germination
**Source:** Genome Biol. 2017 Sep 15;18:171. doi: 10.1186/s13059-017-1251-x
**Supplement:** Supplementary file 2 — This file contains Supplementary Figures S1-5 and Supplementary Figure legends.

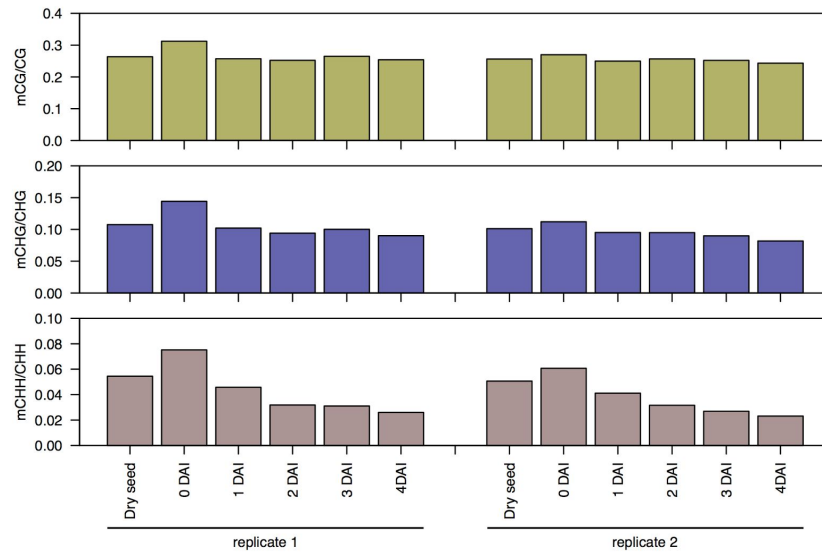

**Supplemental Figure 1. Genome-wide methylation levels for each replicate of Col-0.**

Genome-wide weighted methylation levels in germinating seed in Col-0 for two biological replicates. The top panel: mCG, the middle panel; mCHG, the bottom panel: mCHH.

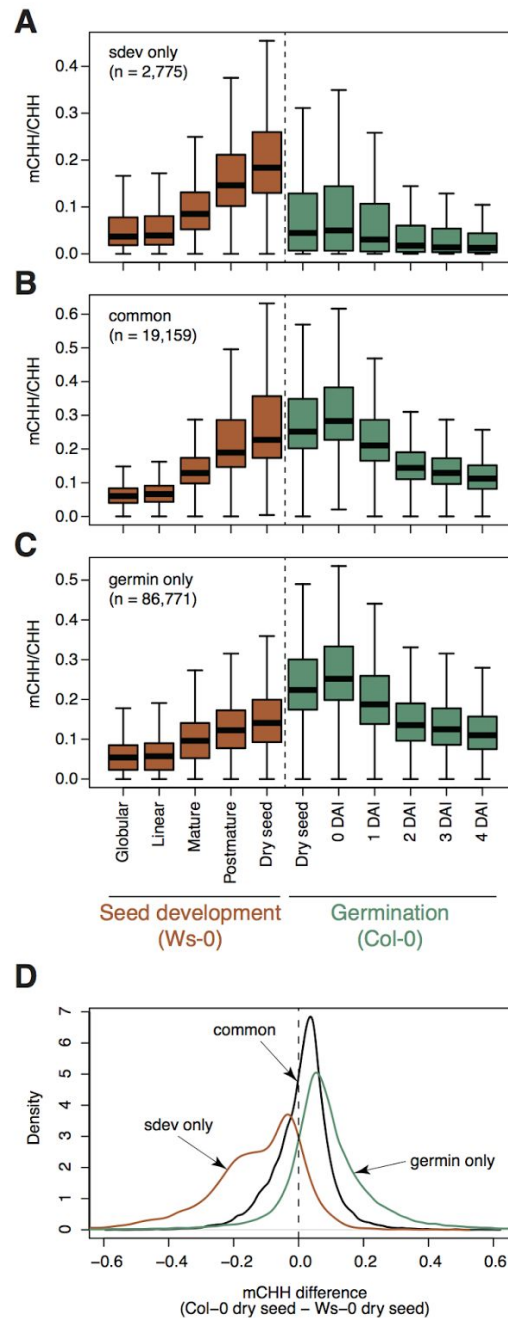

**Supplemental Figure 2. Accession dependency of seed-development-related DMRs and germination-related-DMRs.**

**A.** CHH methylation levels within sdev-CHH-DMRs which do not overlap with germin-CHH-DMRs (sdev only). **B.** CHH methylation levels within sdev- and germin- common CHH-DMRs (common). **C.** CHH methylation levels within germin-CHH-DMRs which do not overlap with sdev-CHH-DMRs (germin only). Numbers of DMRs were indicated. **D.** A density plot showing the distribution of CHH methylation differences between Col-0 dry seed and Ws-0 dry seed within each type of DMRs indicated in **A-C**.

**A**

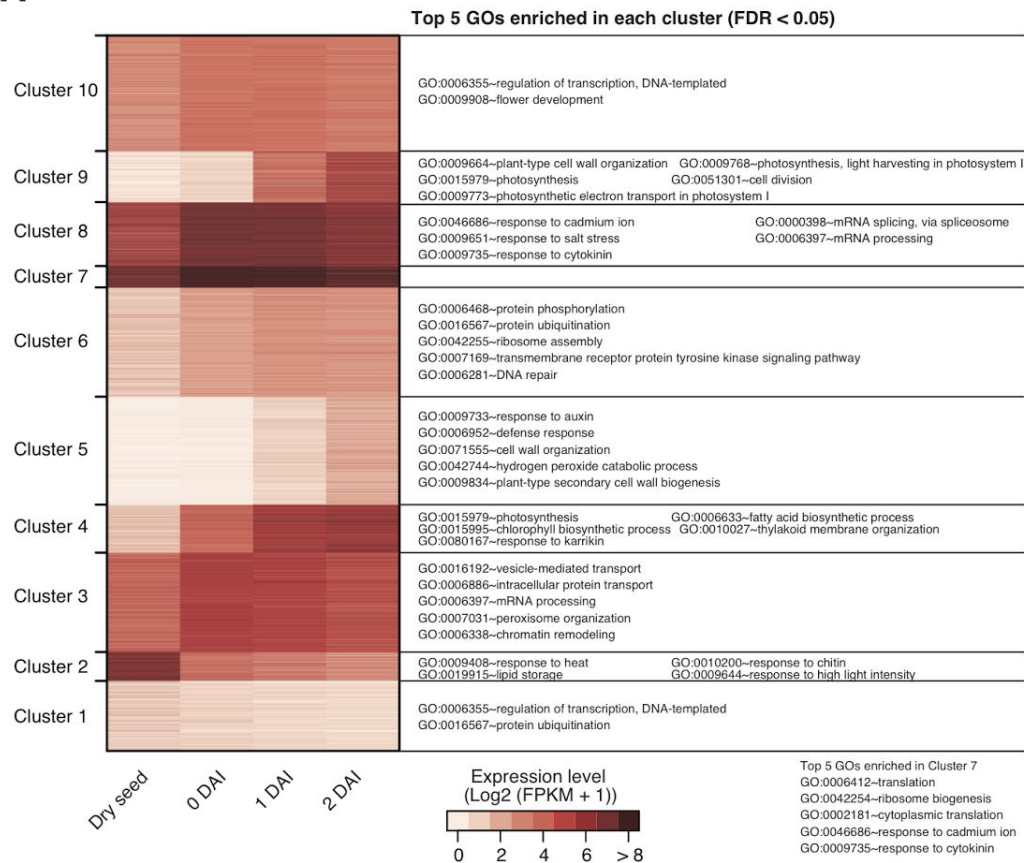

**B**

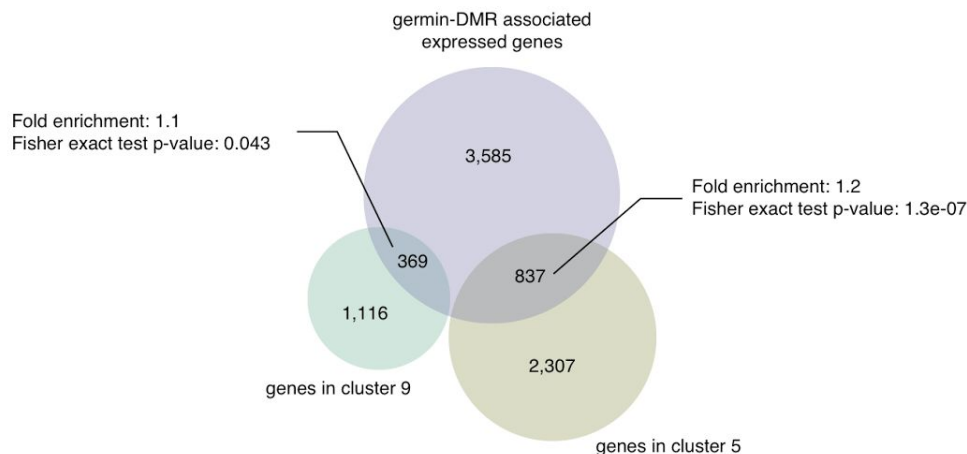

### Supplemental Figure 3. Transcriptome changes during germination.

**A.** A heatmap showing the dynamics of transcriptomes during germination in Col-0. Expressed genes were classified into 10 clusters by kmeans, and top 5 Gene Ontologies enriched in each cluster are shown at the right side of the heatmap. **B.** Overlap between germin-CHH-DMRs and germination induced genes (clusters 5 and 6). Fold enrichments and Fisher exact test p-values are shown.

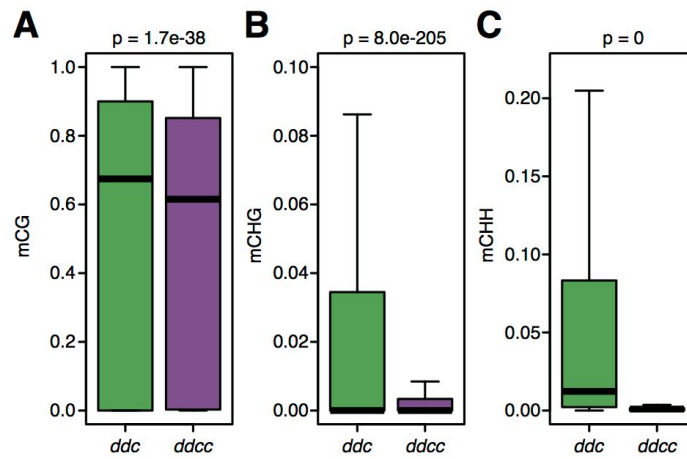

**Supplemental Figure 4. Methylation levels within transposable elements in *de novo* DNA methylation pathway mutant dry seed.** (Modified from Fig. 3A-C)

**A - C.** Boxplots showing methylation levels within TEs in dry seeds of *ddc* and *ddcc*. **A:** mCG, **B:** mCHG, **C:** mCHH. Wilcoxon rank sum test p-values are shown.

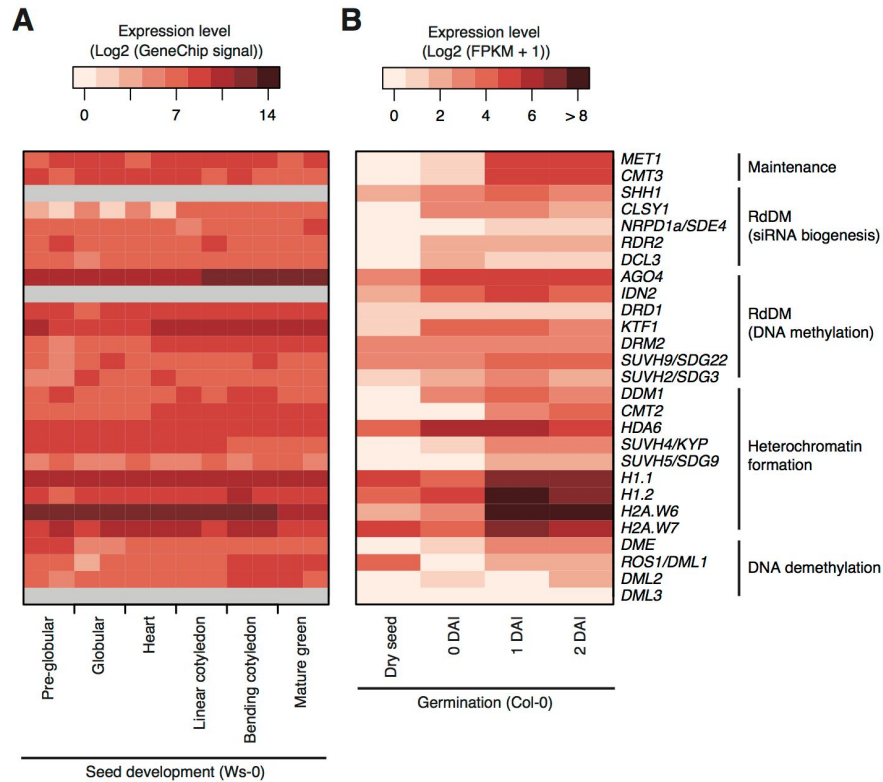

**Supplemental Figure 5. Expression levels of genes involved in DNA methylation/demethylation and silencing pathway components in seeds.**

**A** and **B**. Heatmaps of gene expression levels of DNA methylation related components in each pathway during seed development (**A**) and germination (**B**). **B** is the same as Fig 4 and shown for better comparison. Transcriptome analysis platforms are ATH1 GeneChip microarray (**A**) and RNA-seq (**B**). Expression levels were shown as log2 (GeneChip signal) for **A** and log2(FPKM + 1) for **B**. Data not available from microarray analysis are indicated by grey. Normalized microarray signal data are obtained from Belmonte et al., PNAS (2013).

How the deposited data were processed for this re-analysis (not part of the article)

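Messenger RNA was measured in 4 Col-0 libraries, 1 each for dry seed and for seeds/seedlings at 0, 1, and 2 DAI. The authors prepared stranded poly(A)-selected libraries, mapped the reads to TAIR10 with TopHat2 (version 2.0.8), and computed FPKM per gene with cufflinks (version 2.0.2) and the TAIR10 annotation. The deposited values are these FPKM, without counts and without further scaling between stages. Whether cufflinks was run with corrections for bias or for reads that map to several places is not stated. The methylomes of the paper are not analysed here.

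From the deposited FPKM, genes above 1 FPKM were counted in each stage. Genes above 1 FPKM in at least 1 stage were clustered on log2(FPKM + 1) with the R function kmeans (R version 4.3.3, 10 centers, at most 20 iterations), started from the centroids of the genes whose cluster Table S4 lists. Induction was summarized as the median over genes of the change in log2(FPKM + 1) from dry seed to 2 DAI, with a 95% interval of the median from binomial order statistics. Association with germin-CHH DMRs was tested with a one-sided Fisher's exact test on the 1997 genes of chromosome 1 for which the cluster in Table S4 and the pairs in Table S5 can both be read. The remaining computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, and matplotlib 3.10.9. Gene positions, symbols, and classes came from the RefSeq annotation of TAIR10.1, whose nuclear chromosomes have the lengths of TAIR10.

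Relative depth was read from the values. Among genes under 0.2 FPKM, the most frequent ratio of the FPKM in dry seed to that in another stage gave the relative depth. The depth of dry seed came from protein-coding genes with a single transcript of at least 2500 nt. A gene was taken to hold 1 fragment if the depth this implied lay within 0.8 to 1.2 times the mapped reads of Table S1. This filter kept 36 genes and ties the depth to those mapped reads, so their closeness is no independent check. The median implied depth was 22200000 fragments. Fragments per gene were estimated from the longest annotated transcript, less a fragment length of 200 nt, so the intervals of single genes are approximate. All intervals of single genes are 95% Wilson binomial intervals. Levels given for 3 fragments are a reference only, since fewer fragments also gave values above 0. This way of estimating depth was chosen after the files had been seen. With 1 library per stage, no test of the expression of genes between stages was made. The rise in the count of pseudogene loci was compared with that of protein-coding genes by Fisher's exact test, without replicates.

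The alternatives were FPKM rescaled to sum to 1000000, the 100 genes with the highest mean FPKM left out, median-of-ratios size factors, thresholds of 0.5 and 2 FPKM, a pseudocount of 0.1, protein-coding genes only, and other starts of the clustering. For the association they also covered other definitions of an associated gene, a test in both directions, and circular shifts of the labels. Genes named in the text are every gene of Fig. 4 found by its symbol, the 3 genes with the highest FPKM in each stage, and the 3 genes of clusters 5 and 9 with the largest rise from dry seed to 2 DAI, besides genes that a flagged result or a hypothesis is about. Of the 27 genes in Fig. 4, 25 were found. H1.1 and H1.2 were left out because the annotation does not carry these symbols. H2A.W6 and H2A.W7 were taken as HTA6 and HTA7.

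The clustering and the association test were tested on simulated data. Of the simulated genes, 98.7% returned to their cluster. These genes were drawn around the cluster centroids with less noise than observed, and the run started from their true clusters. High recovery was therefore built in, and in the real data 83.9% of the listed genes returned. Among 100 simulations without enrichment, Fisher's exact test fell below 0.05 in 5, and among 100 with an odds ratio of 3 it did so in 100. Labels were drawn independently for each gene, so DMRs shared between neighboring genes were not simulated. The odds ratios in the data were smaller, at 1.48 for cluster 5 and 1.32 for cluster 9. Power at that size was not simulated.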

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

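The ribosomal RNA genes AT2G01020 (chromosome 2, 5782 to 5945) and AT3G41979 (chromosome 3, 14199753 to 14199916) were flagged because they carry a strong signal that the paper does not discuss. Each had 25891.5 FPKM in dry seed, 12900.9 at 0 DAI, 9521.56 at 1 DAI, and 11614.8 at 2 DAI (no replicates), although the libraries were poly(A)-selected. The values of the pair were identical in every stage. A candidate explanation is reads shared between identical copies. The annotated transcripts, 164 nt each, had 0 mismatches, so the FPKM of the copies cannot be told apart. Whether the values may be added up depends on how shared reads were counted, which is not stated. Inflation by the length correction of short transcripts was also tested. Among genes under 300 nt, 3 of 1609 were among the 100 highest in dry seed, against 96 of 31193 longer genes (Fisher's exact test, p = 0.637). This comparison says little, because most of the shorter genes, such as the 623 tRNA genes, were not above 1 FPKM. Among genes above 1 FPKM, the shares were 3 of 86 shorter and 96 of 13710 longer genes in dry seed (Fisher's exact test, p = 0.0239). At 0 DAI they were 6 of 112 and 94 of 16205 (Fisher's exact test, p = 6.45e-05). The ribosomal RNA genes themselves are counted among the shorter genes. The comparisons thus restate in part the values they were meant to explain, and cannot decide. Inflation of the values by the length correction remains an untested candidate explanation. All predictions were written after the values had been seen, and the comparisons among genes above 1 FPKM were added after the first. How ribosomal RNA entered the libraries was not tested, and no biological explanation was tested.

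Pseudogene loci were flagged because the paper does not discuss a class of this name. They may include transposable element genes, which the annotation does not label. Transcribed pseudogenes, a separate class of 926 loci, are not included. Of these, 77 were above 1 FPKM in dry seed, 80 at 0 DAI, 88 at 1 DAI, and 84 at 2 DAI. Of 3911 loci that the annotation classes only as pseudogenes, 121 were above 1 FPKM in at least 1 stage. There were 61 in dry seed, 82 at 0 DAI, 96 at 1 DAI, and 90 at 2 DAI (no replicates). If reads shared with a near-identical copy were the source, the loci above 1 FPKM would hold more sequence found elsewhere in the genome. They held less, with a mean of 11% of their 50-mers repeated against 21.8% in the other loci (one-sided permutation test, p = 1 for a larger share). The rise from dry seed to 2 DAI, 1.48 times, did not differ detectably from the 1.39 times of protein-coding genes (Fisher's exact test, p = 0.742). A locus can be counted at both stages, so these counts are not independent, and each stage had 1 library. For the 3911 loci, the rise may be part of the general rise in the number of expressed genes. The transcribed pseudogenes, with 77 loci in dry seed and 84 at 2 DAI, rose less, and their rise was not tested. Both predictions were written after the counts had been seen. Loci misclassified as pseudogenes and the length of the loci were not tested, so a technical origin of the signal remains open.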

How the results depend on the processing

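All choices and alternatives named here were fixed before the processed files arrived, except the estimate of depth behind the intervals of single genes. The replicate block was not run because each stage has 1 library. The counts of expressed genes in each stage, the number of genes expressed in at least 1 stage, and the size of cluster 9 stayed within 1.5 times their value under every alternative. Cluster 9 still ranged from 1301 genes on log2(FPKM + 0.1) to 1972 from random starts, against 1473. Its association with germin-CHH DMRs stayed above p = 0.05 in every exact test. The rise in expressed genes from dry seed to 2 DAI was present under every alternative. Of the rows for these and the other summary results, 64 kept their result, 10 moved, and 1 lost significance.

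On log2(FPKM + 0.1), cluster 5 shrank to 1853 genes from 3139. Over the genes of the clusters formed on log2(FPKM + 1), the median induction grew to 4.24 in cluster 5 and 6.69 in cluster 9. For the cell division genes it grew to 4.92 in cluster 5 and 6.18 in cluster 9. The smaller pseudocount spreads values below 1 FPKM, where most of these genes lie in dry seed, which could explain both the larger changes and the split of cluster 5. Those low values rest on few fragments. Rescaling to a common sum gave inductions of 1.88 and 4.38 in clusters 5 and 9, and median-of-ratios factors gave 1.7 and 4.11. The former lowers dry seed against the other stages, the latter raises it. A threshold of 0.5 FPKM placed 2 siRNA biogenesis genes above it in dry seed, in place of 1, because RDR2 lies between the thresholds.

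The association of cluster 5 with germin-CHH DMRs was no longer significant with DMRs in gene bodies only (one-sided Fisher's exact test, p = 0.341), with an odds ratio of 1.44. Only 4 of its genes remained associated, so the loss could reflect the small number.

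Single genes changed direction in 5 rows. With median-of-ratios factors, the log2 change from dry seed to 1 DAI became -0.85 for DRM2, -0.46 for SUVH9, and -0.20 for DML2, and that of H2A.W6 to 0 DAI became -0.27. Rescaled to a common sum, the change of SUVH9 to 0 DAI became 0.13. As deposited, the change of SUVH9 to 1 DAI was 0.52 (0.36 to 0.68) and that of H2A.W6 to 0 DAI was 0.50 (0.12 to 0.88), so the sign depended on the scaling of dry seed even where the interval excluded 0. In the other rows the interval included 0. Of the other rows for single genes, 210 moved beyond their interval and 210 did not.

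Depth limits the lowest values. In dry seed, CMT3 and DDM1 rest on about 5 fragments each, and 0 FPKM for CMT2 means only that its level was below what the library can show. The absence of replicates limits every comparison between stages.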

Differences from the paper's values

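The share of genes associated with germin-CHH DMRs was 15.7% in cluster 5, 14.8% in cluster 9, and 11.8% over all listed genes. The paper's values are 27%, 25%, and 23%. The values here cover the readable part of chromosome 1 only, and those of the paper cover all expressed genes. None of the alternatives set before the files arrived closed these gaps. The highest share of cluster 5 under any of them was 16.9%, with a threshold of 2 FPKM. The highest share of cluster 9 was 14.9% and that of all listed genes 12.1%, both with protein-coding genes only.

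The one-sided Fisher's exact test gave p = 0.0211 for cluster 5 and p = 0.179 for cluster 9, on 281 and 122 genes. The paper reports p = 1.3e-07 and p = 0.043. None of the alternatives, all within the same part of chromosome 1, closed the gap for either cluster. The lowest p of Fisher's exact test was 0.00506 for cluster 5, with re-derived clusters, and 0.133 for cluster 9, with DMRs in gene bodies only.

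Smaller differences remained in counts. The files held 20729 genes above 1 FPKM in at least 1 stage, against the paper's 20836. In the readable part of Table S4, 12 listed genes, all in cluster 1, never exceeded 1 FPKM, and 3 of them had 0 FPKM throughout. Genes above 10 FPKM at 1 DAI numbered 10952, against the paper's 13349 in Table S1, whereas the counts above 1, 5, and 10 FPKM in Table S1 equaled those here in every other case. Clusters 5 and 9 held 3139 and 1473 genes, against the paper's 3144 and 1485. On log2(FPKM + 0.1), cluster 5 differed more, with 1853 genes.

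The paper describes heterochromatin formation genes as nearly without transcripts in dry seed. HDA6, H2A.W6, and H2A.W7 had 13.8, 5.08, and 23.2 FPKM there, and DRM2 had 8.06 FPKM. The rest of the 7 genes found matched the description, with 0 FPKM for CMT2, SUVH4, and SUVH5 and 0.0897 FPKM for DDM1. The paper describes siRNA biogenesis components as staying low through 2 DAI. SHH1 was above DRM2 at 0, 1, and 2 DAI, with 8.42, 16, and 9.28 FPKM against 5.31, 8.88, and 5.72 FPKM. CLSY1 was above DRM2 at 0 DAI only, with 9.74 FPKM. At 2 DAI, all siRNA biogenesis genes but SHH1 were below DRM2. NRPD1a had 1.38 FPKM, DCL3 2.03 FPKM, RDR2 2.53 FPKM, and CLSY1 3 FPKM. The paper describes cell division genes as enriched in both induced clusters. Its Table S6 gives a Benjamini-adjusted p of 0.769 for cluster 5 and 7.96e-07 for cluster 9. The legend of Figure S3 names cluster 6 in the place where the text names cluster 9. The median change of cluster 6 from dry seed to 2 DAI was 1.55, against 4.28 for cluster 9.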

Other observations

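More genes passed 1 FPKM as germination proceeded, and dry seed is dominated by a few transcripts. A few genes taking most of the dry seed signal could lower its count. After the 100 highest genes were left out and the rest rescaled, dry seed still lay 10.1% below 0 DAI, against 15.1% as deposited. The gap narrowed but stayed above the 5% set beforehand. Median-of-ratios factors narrowed it further, to 15018 genes in dry seed against 16150 at 0 DAI. Mapped reads rose by a factor of 1.14 from dry seed to 2 DAI, less than the factor of 1.39 in the gene count. FPKM is already divided by depth, so this comparison cannot decide whether depth contributes to the rise. With the 100 highest genes left out, the count still rose from 15173 in dry seed to 19647 at 2 DAI. Those genes therefore do not account for the whole rise. The joint effect of the highest genes and of depth was not tested. With 1 library per stage, a difference between seed batches cannot be excluded.

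ROS1 was the only demethylase gene of Fig. 4 lower at 0 DAI than in dry seed. With median-of-ratios factors, its log2 change was -4.43, but these factors raise dry seed and could not have shrunk the fall. Rescaling to a common sum lowers dry seed and gave -3.45, against -3.70 as deposited. That scaling of dry seed therefore does not account for the fall. The lower bound in dry seed exceeded the upper bound at 0 DAI by 16.7 FPKM, so sampling does not either. The last prediction was written after the values had been seen. Of the 25 genes found, 4 were lower at 0 DAI than in dry seed, namely ROS1, DRM2, SUVH9, and H2A.W7. For 3 of them the intervals did not overlap, whereas 19 genes were higher with intervals that did not overlap. A hypothesis is that stored ROS1 transcripts may be degraded during cold imbibition. A difference between seed batches cannot be excluded without replicates.

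Genes that Table S5 pairs with sdev-CG DMRs were expressed in dry seed more often than other genes. Of 105 such genes, 65 (61.9%) were above 1 FPKM, against 41.5% of all genes (one-sided Fisher's exact test, p = 1.98e-05). This was predicted beforehand. Among protein-coding genes only, a background chosen after seeing the data, the shares were 63.1% and 50.5% (one-sided Fisher's exact test, p = 0.00661). A tendency of these genes to be expressed at every stage was tested at 2 DAI, where the shares were 72.8% and 70.3% (one-sided Fisher's exact test, p = 0.33). That prediction came after the first result. The difference between the stages was not itself tested. The DMRs come from another accession, Ws-0, than the expression data, and gene length was not tested. The association is consistent with demethylation near genes transcribed late in seed development, as a hypothesis only.

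Association with germin-CHH DMRs depended on the level of expression. In the covered part of chromosome 1, 93 of 665 genes (14%) with the lowest peak FPKM were associated, against 62 of 665 (9.32%) with the highest (Fisher's exact test in both directions, p = 0.0102). The direction of this test was predicted beforehand. Cluster 5 consists of weakly expressed genes. When cluster labels were permuted only among genes of similar peak FPKM, in 10 bins, the one-sided permutation p of cluster 5 was 0.11, against 0.0211 without bins in Fisher's exact test. Within 10 bins of gene length, the permutation p was 0.0126, so gene length does not account for it. Both binned tests were set after the association had been seen. The clusters were themselves defined by expression, so these bins remove part of the contrast between clusters, and the higher p does not show that weak expression is the cause. Level alone does not order the clusters either. Cluster 1, also weakly expressed, with a median log2(FPKM + 1) of 1.38 in dry seed and 0.836 at 2 DAI, had 11.5% associated genes, and cluster 9, with a median of 4.73 at 2 DAI, had 14.8%. Whether expression level accounts for the enrichment of cluster 5 stays open.

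Other clusters also rose, although the clusters were formed from these same values. In cluster 4, all of 1707 genes were higher at 2 DAI than in dry seed, with a median change of 3.77, more than the 1.79 of cluster 5. Its share of genes associated with germin-CHH DMRs in the covered part of chromosome 1 was 10.4% (interval 6.28% to 16.7%), against 11.8% over all listed genes.

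The symbol DRM2 is also a synonym of AT2G33830 (chromosome 2, 14308754 to 14310608) in the annotation. That gene had 562 FPKM in dry seed, 57.4 at 0 DAI, 1.18 at 1 DAI, and 2.7 at 2 DAI. The values given for DRM2 are those of AT5G14620, which carries it as its primary symbol.

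A rise of transposable element genes during germination was planned as a test but not made. The RefSeq annotation used here does not label transposable element genes, and the TAIR10 annotation of TEs that the paper used was not used here. Whether the loci classed as pseudogenes include such genes was therefore not determined.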
